# CC3/TIP30 affects DNA damage repair

**DOI:** 10.1186/1471-2121-11-23

**Published:** 2010-04-07

**Authors:** Sylvia Fong, Frank King, Emma Shtivelman

## Abstract

**Background:**

The pro-apoptotic protein CC3/TIP30 has an unusual cellular function as an inhibitor of nucleocytoplasmic transport. This function is likely to be activated under conditions of stress. A number of studies support the notion that CC3 acts as a tumor and metastasis suppressor in various types of cancer. The yeast homolog of CC3 is likely to be involved in responses to DNA damage. Here we examined the potential role of CC3 in regulation of cellular responses to genotoxic stress.

**Results:**

We found that forced expression of CC3 in CC3-negative cells strongly delays the repair of UV-induced DNA damage. Exogenously introduced CC3 negatively affects expression levels of DDB2/XPE and p21CIP1, and inhibits induction of c-FOS after UV exposure. In addition, exogenous CC3 prevents the nuclear accumulation of P21CIP in response to UV. These changes in the levels/localization of relevant proteins resulting from the enforced expression of CC3 are likely to contribute to the observed delay in DNA damage repair. Silencing of CC3 in CC3-positive cells has a modest delaying effect on repair of the UV induced damage, but has a much more significant negative affect on the translesion DNA synthesis after UV exposure. This could be related to the higher expression levels and increased nuclear localization of p21CIP1 in cells where expression of CC3 is silenced. Expression of CC3 also inhibits repair of oxidative DNA damage and leads to a decrease in levels of nucleoredoxin, that could contribute to the reduced viability of CC3 expressing cells after oxidative insult.

**Conclusions:**

Manipulation of the cellular levels of CC3 alters expression levels and/or subcellular localization of proteins that exhibit nucleocytoplasmic shuttling. This results in altered responses to genotoxic stress and adversely affects DNA damage repair by affecting the recruitment of adequate amounts of required proteins to proper cellular compartments. Excess of cellular CC3 has a significant negative effect on DNA repair after UV and oxidant exposure, while silencing of endogenous CC3 slightly delays repair of UV-induced damage.

## Background

The human gene CC3/TIP30 was originally identified as a metastasis-suppressor of variant small cell lung carcinoma (vSCLC) [1]. CC3 is a phylogenetically conserved protein whose expression is absent or much reduced in a variety of aggressive or metastatic tumors such as vSCLC [1], neuroblastoma and glioblastoma [2,3], metastatic breast cancer [4], gastric cancer [5], hepatocellular carcinoma [6,7], colorectal carcinomas [8] and lung cancers with poor prognosis [9]. Forced expression of CC3 in vSCLC [1], mouse melanoma, breast carcinoma [10], hepatocellular carcinoma [6] and gastric carcinoma cell lines [5] inhibits metastatic behavior *in vitro *and/or metastasis *in vivo*. The deletion of CC3 in germline results in spontaneous tumorigenesis in mice [11], and CC3-null mammary epithelial cells undergo immortalization in vitro [12] indicating that CC3 could be not only a metastasis suppressor, but also a tumor suppressor [13]. One study on the role of TIP30 in metastasis reported that TIP30 expression actually enhances growth and metastatic behavior of prostate carcinoma cells in vitro [14], but majority of published results support the hypothesis that CC3/TIP30 suppresses tumor development and metastasis.

High levels of acutely overexpressed exogenous CC3 induce apoptosis [1,3] while stable expression of exogenous CC3 results in sensitization of cells to apoptosis after treatment with a variety of factors such as serum withdrawal, cytotoxic drugs, γ-irradiation, and microtubule poisons [3]. Expression of CC3 in CC3-negative tumor cells has an inhibitory effect on the ability of these cells to produce angiogenic factors *in vitro *[2], consistent with the conclusion that down regulation of CC3 contributes to the development of aggressive metastatic phenotypes.

The precise cellular function of CC3 remains obscure. A significant sequence homology was reported between CC3 and short-chain dehydrogenases-reductases or SDRs [15,16]. CC3 sequence contains a domain, well conserved between CC3 and SDR enzymes, that was predicted to serve as a NADP(H) binding site [15,16], and the structural analysis of CC3 protein confirmed this prediction [17]. A clue to the potential cellular function of CC3 came from the findings that CC3 plays an unanticipated inhibitory role in the regulation of nuclear transport [18]. CC3 binds directly to the karyopherins of the importin β family in a RanGTP-insensitive manner and associates with nucleoporins *in vivo*. CC3 inhibits nuclear import of proteins with either the classic nuclear localization signal (NLS) recognized by importin α:β_1_, or the M9 signal recognized by transportin (importin β2). Cells modified to express higher levels of CC3 are predisposed to apoptosis and have a slower rate of nuclear import [18]. CC3 protein with mutated NADP(H) binding site lacks pro-apoptotic activity, is displaced from transportin by RanGTP, and fails to inhibit nuclear import *in vitro *and *in vivo*. Our results suggest that the ability of CC3 to form a RanGTP resistant complex with importins and the NPC is central to its ability to inhibit nuclear import and induce apoptosis [18].

An independent confirmation for the function of CC3 as a negative regulator of nuclear transport came from other studies. CC3 was shown to be aberrantly expressed in the oligodendrocyte precursors found in the lesions associated with multiple sclerosis. These high levels of CC3 cause the arrest of the nuclear import of the intracellular domain of Notch (NICD). In these cells NCID, rather that accumulating in the nuclei, is sequestered in cytoplasm in a complex with importin and CC3/TIP30 [19]. The observed lack of the nuclear translocation of NICD leads to the failure of remyelinaiton that could play a causative role in pathogenesis of multiple sclerosis [19].

The function of CC3 in nuclear transport is likely to be evolutionarily conserved. A large scale two-hybrid analysis of the yeast proteome uncovered that the S. cerevisiae homologue of CC3, YER004w, interacts with exportin CRM1 and with NTF2 [20], the import factor for RanGDP. Global analysis of yeast transcriptome changes after exposure to DNA damaging treatments strongly indicates that CC3 might be also involved in the DNA damage responses. The yeast homologue of CC3, YER004w belongs to a small group of nine genes that are known as "DNA damage signature set" [21]. Transcription of this group of genes, including YER004w, is increased significantly and specifically after several different types of DNA damage in a MEC1 (ATR homologue)-dependent manner [21]. Additionally, six of the genes in the DNA damage signature set, among them YER004w, are expressed at higher levels in the dna2-1 replication mutant that undergoes premature aging most likely due to the spontaneously accumulating DNA damage [22]. These data, and the possibly conserved role of YER004w in nuclear transport in yeast, indicate that the yeast homologue of CC3 could be involved in control of nuclear transport in response to DNA damage.

We have initiated this work to examine the potential role of human CC3 in regulation of DNA damage responses. We report here that enforced expression of exogenous CC3 significantly impairs the repair of DNA after exposure to UV and oxidative agent as well as negatively influences cell survival, while silencing of endogenous CC3 in human cells has a mild delaying effect on repair of UV induced damage. Our results are consistent with findings that demonstrate a role for CC3 in decreasing cell survival in response to a variety of death signals including DNA damage.

## Results

### Excess of CC3 impairs the repair of DNA damage

For the initial assessment of the potential effects of CC3 on repair of UV induced DNA damage we have employed the host cell reactivation assay (HCR). HCR is a transfection-based assay in which cells repair transfected UV damaged reporter plasmid. Through measurement of the activity of a reporter enzyme, the relative amount of damaged plasmid that a cell can "reactivate" or repair, and express, can be quantified. We have used a firefly luciferase reporter plasmid damaged by UV and a Renilla luciferase plasmid as an internal control of the transfection efficiency. These luciferase plasmids were co-transfected into recipient HeLa cells along with the effector plasmids (empty vector or CC3-expressing), and dual luciferase activity assays were performed 24 hours after transfection.

CC3 expression vectors for wild type CC3 and the mutant version with a mutation in the NADPH binding site, as well as the empty vector, were used as effector plasmids. The mutant version of CC3 (G28A, G31A) does not bind to importins in a Ran-independent manner, and does not inhibit nuclear transport [18]. Results in Figure 1A show that expression of wild type but not mutant CC3 negatively affects repair of DNA damage. Transfection of twice higher amount of wild type CC3 vector (2×) had a stronger inhibitory effect of the repair of DNA damage (Figure 1A) indicating a dose response relationship between the amounts of CC3 and inhibition of DNA repair.

**Figure 1:**
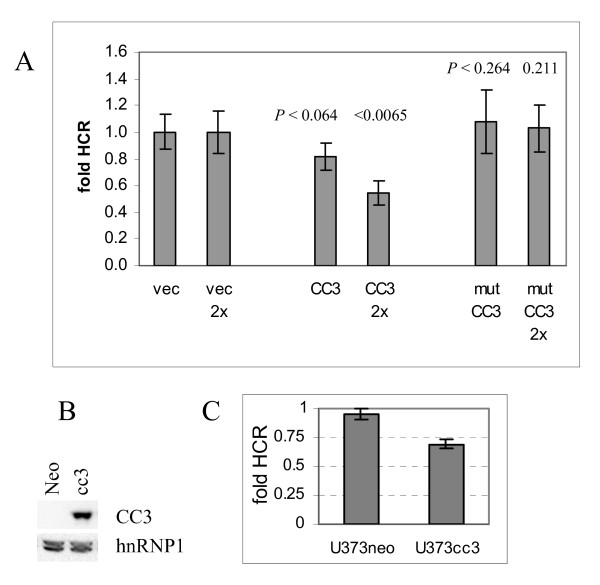
**Host cell reactivation of the UV-damaged plasmid in presence of exogenously expressed CC3**. (A). HeLa cells were transfected as described in Methods with reporter plasmids and either 1× or 2× amount of effector plasmids indicated. Fold HCR in presence of control, wild type CC3 and mutant CC3 plasmids is shown. P values were determined by t-test, n = 3. Shown are the statistical significances of differences seen between 1× amount of CC3 versus 1× amount vector (0.064), 1× mutant CC3 versus vector (0.264) and for 2× amounts of CC3 versus vector (0.0065) and mutant/vector (0.211). (B). Expression of CC3 protein in U373neo and stably transfected U373cc3 cells determined by Western blot analysis of cell extracts using antibody to CC3 [18]. Antibody to hnRNPI was used for loading control. (C). U373 cell clones, control (U373neo) and CC3 expressing (U373cc3) were transfected with luciferase reporter plasmids and analyzed for HCR. All results are average of three transfections performed in duplicates.

To confirm the inhibitory role of CC3 in UV induced DNA damage repair, HCR was conducted in CC3-negative glioblastoma cell line U373 stably transfected with exogenous CC3 ([2] and Figure 1B). Out of several CC3-negative transformed cell lines that were stably transfected with CC3 [2], we have chosen the U373 cells because, unlike in other lines, expression of exogenous CC3 had no noticeable effect on the proliferation rate of U373, and did not induce an appreciable increase in their susceptibility to apoptotic stimuli such as UV irradiation or DNA damaging drugs (data not shown; Additional File 1). This allowed monitoring the repair of DNA damage without interference from the different growth rates or from differential induction of cell death by UV. A control clone transfected with empty vector (U373neo) and a clone expressing moderate levels of CC3 (U373cc3) were used in HCR assay with luciferase reporters. Figure 1C shows that in U373neo cells the repair is more efficient that in U373cc3, thus confirming the inhibitory effect of CC3 on DNA damage repair in an additional cellular context.

### Stably expressed exogenous CC3 delays repair of both CPDs and 6-4PPs

Irradiation of cells with UVC light induces two major types of mutagenic DNA photoproducts: cyclobutane pyrimidine dimers (CPD) and pyrimidine (6-4) pyrimidone photoproducts (6-4PP). The latter are repaired relatively quickly, while repair of CPDs can continue for periods well over 24 hours. We have used the comet assay to examine repair of 6-4PP and other fast-repaired lesions such as oxidized nucleotides and apurinic/apyrimidininc bases, while CPDs were detected with a specific antibody by ELISA. Figure 2A shows that repair of 6-4PP is significantly delayed in U373cc3 cells. In control cells the maximum number of breaks, resulting from recognition and excision of damaged bases, was observed at 30 minutes after exposure, whereas in U373cc3 cells the maximum number of comets was observed at 3 hours after exposure. This suggests that the process of damage recognition and/or excision is delayed in U373cc3 cells, while the fill-in synthesis and ligation proceed normally, because by 4 hours after exposure both clones have mostly repaired the fast-repaired UV-induced lesions.

**Figure 2:**
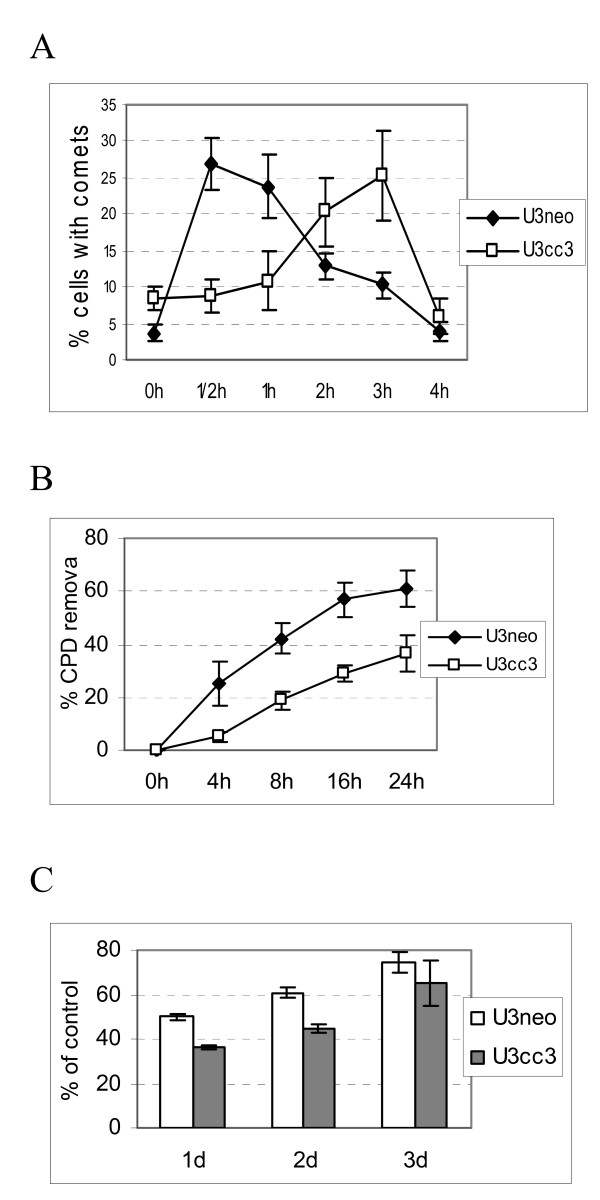
**Delay in repair of UV-induced DNA damage induced by exogenously expressed CC3**. (A). U373 clonal populations, control (U3neo) and stably expressing CC3 (U3cc3), were irradiated with 15 J/m^2 ^UVC and harvested at different times after exposure. After lysis and denaturation, cells were subjected to Comet assay analysis according to the manufacturer's (Trevigen) protocol. (B). Cells were exposed to UV as in A, and the cellular DNA was isolated at the times indicated. The repair of CPD lesions was quantified using ELISA with an anti-CPD antibody. All results are average of three experiments. (C). Proliferation of U373 clones subjected to 15 J/m^2 ^UVC in a short-term assay. Cells were analyzed as described in Materials and methods; results are expressed as percent of untreated cultures; experiments were performed three times with cells plated in triplicate or quadruplicate for each experiment.

Repair of CPD was monitored over a period of 24 hours. Figure 2B shows that removal of CPD is also significantly delayed in U373cc3 cells, and after 24 hours 60% of CPDs remain unrepaired in DNA from U373cc3 cells versus less than 40% in control cells.

We have examined if delays in DNA damage repair observed in U373cc3 cells have an effect on cell viability or proliferation. Cell death assays (binding of Annexin V and permeability to propidium iodide) showed no appreciable apoptosis or non-apoptotic cell death in either of U373 clones subjected to UV at 15 J/m^2 ^(not shown). The short term (up to 72 hours) cell proliferation was quantified using CCK-8 assay, and Figure 2C shows that proliferation after UV exposure was somewhat slower in U373cc3 cells, but the decrease was relatively minor. The colony formation after UV exposure was affected by CC3 only slightly, decreasing the number of colonies formed by U373cc3 cells by 5 to 10% compared to U373neo (not shown). Glioblastoma cells are notoriously resistant to death induced by DNA damage, and expression of CC3 apparently does not affect the apoptotic resistance of these cells.

### Silencing of CC3 has a modest effect on the repair of CPD lesions

We have next examined if silencing of CC3 expression affects the efficiency of DNA damage repair. Expression of CC3 was silenced in MCF10A cells, which derive from immortalized normal mammary epithelium (Additional File 1 contains information about all cell lines used in this study). These cells were infected with lentivirus expressing CC3 specific shRNA and puromycin resistance gene, and after selection the infected population showed very little residual expression of CC3 (Figure 3A). Examination of the fast branch of repair of the UV induced DNA damage (removal of 6-4PP) did not detect any significant differences in the rate of repair (not shown). However, repair of CPD as measured by ELISA showed a somewhat slower kinetic of CPD removal in MCF10A cells with silenced CC3, though at 24 hours similar percentages of CPD were repaired in both cell populations (Figure 3B). This was somewhat unexpected considering that the exogenously expressed CC3 has an inhibitory effect on repair of CPD lesions (Figure 2B).

**Figure 3:**
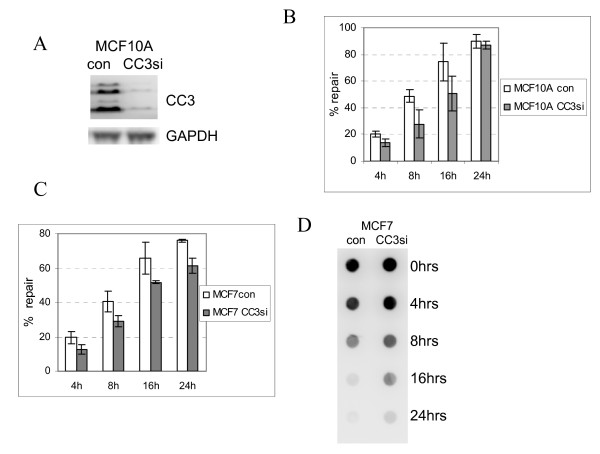
**Mild impairment of the repair of UV induced DNA lesions by abrogation of expression of endogenous CC3**. (A). Expression of CC3 in MCF10A cells infected with a control lentivirus and a CC3 siRNA expressing virus. (B). MCF10A cells were subjected to UVC irradiation at 10 J/m^2^, and harvested at different times after exposure. Relative repair of CPD lesions was quantified using ELISA with an anti-CPD antibody. Data represent average of three independent experiments. (C). A representative Southwestern blot analysis of DNA from UV-exposed MCF7 cells with anti-CPD antibody. (D) CPD repair in MCF7 cells, control and with silenced CC3. All charts show the average and standard deviation of three individual experiments.

To examine if the results obtained using MCF10A cells with silenced CC3 are unique to this cell line, we have silenced CC3 expression in a breast cancer cell line MCF7. We have again observed a modest delay in the removal of CPD (Figure 3C). To further confirm these results, we performed immunoblot analysis of DNA from UV-irradiated cells with a different anti-CPD antibody. As shown in Figure 3D, the delay in repair in cells with silenced CC3 was also detected by blotting assay in MCF7 cells, as well as in MCF10A cells (not shown). This confirms that the reduction in the levels of endogenous CC3 has a modest delaying effect on repair of UV induced DNA damage. This minor delay in the repair of CPD in absence of CC3 had no effect on the viability of cells after UV exposure (not shown). However, we have observed that silencing of CC3 had a negative effect on cell proliferation after UV exposure (see below).

### Changes in gene expression in cells forced to express CC3

To address the possible causes of the impaired repair of UV induced DNA damage we have conducted expression array analysis of U373neo and U373cc3 cells, before and after treatment with UV. 

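RNA was profiled in U373neo and U373cc3 cells, without UV and 2 h after UV, on Phalanx Human OneArray chips read in the single dye Cy5. U373 is a glioblastoma line that lacks CC3; U373neo is a clone carrying the empty vector and U373cc3 a clone expressing CC3. Each of the 4 groups had 3 biological replicates, and each replicate was hybridized to 3 arrays, giving 9 arrays per group and 36 in all. Because 1 clone stood for each state of CC3, the replicates measured the spread between cultures of a clone and not the spread between clones. The methods give a UV dose of 15 J/m2, while the legend of Additional File 3 and the sample labels give 20 J/m2. The number of arrays limits the precision of every value.
The deposited values were linear probe intensities that the authors had normalized by quantiles. The values show that the 18 untreated arrays shared 1 distribution (median intensity per array 895 to 896) and the 18 UV arrays another (746 to 748), so the treatments had been scaled apart. Of 30968 gene probes, 12300 carried values on the untreated arrays, 12343 on the UV arrays and 11602 on both, and the other probes were blank. The probe of HTATIP2, which encodes CC3, and the probe of VIM, which encodes vimentin, were blank on all arrays and were not analysed here. Correlations between technical arrays of a replicate were 0.979 to 0.996. Correlations between arrays of different replicates of a group were 0.970 to 0.996, and between arrays of different groups 0.918 to 0.977. The average SD of log2 intensity was 0.21 between technical arrays and 0.17 between the means of biological replicates.
The log2 intensities of the 3 technical arrays were averaged, so that every comparison was of 3 biological replicates against 3, and were tested with limma over all probes with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Comparisons of the clones under the same treatment used the intensities as deposited. UV effects compare arrays that had been scaled apart, so all 36 arrays were first normalized together by quantiles over the 11602 shared probes. That choice sets the zero of a UV change. The median UV change in U373neo was 0.067 on the log2 scale after joint normalization, -0.045 on the values as deposited and 0.19 after centring each array on its median, and in U373cc3 it was 0.061, -0.039 and 0.20. The serial numbers of the arrays fell into 3 ranges. Range A held 4 arrays of untreated U373cc3, 5 of untreated U373neo, 3 of U373cc3 after UV and all 9 of U373neo after UV. Range B held 4, 1, 6 and 0 arrays of these groups and range C held 1, 3, 0 and 0, so values with the range in the model and within a range are given beside the results.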

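Among the named probes with values in untreated cells, the transcripts raised most in U373cc3 over U373neo were those of ANXA1, the phospholipid-binding protein annexin A1, at 31.1-fold (log2 change 4.96, SE 0.13, adjusted p = 1.38e-07 from limma), and SPP1, the secreted matrix protein osteopontin, at 20.5-fold (adjusted p = 7.88e-09). Neither gene had values on the UV arrays, so these differences could not be compared there. GPM6B, a membrane glycoprotein, was 14.8-fold higher, SDC2, the cell surface proteoglycan syndecan 2, 14.0-fold higher and TBX2, a T-box transcription factor, 13.4-fold higher. The intensity of ANXA1 was 138 ± 23.8 (SD, n = 3) in U373neo and 4231 ± 314 (SD, n = 3) in U373cc3. The transcripts lowered most among these probes, apart from NXN, were ALK, a receptor tyrosine kinase, at 8.14-fold lower (log2 change -3.03, SE 0.07, adjusted p = 1.41e-10), CACNA2D2, a calcium channel subunit, at 7.21-fold lower, SCRN1 at 6.47-fold lower and PALLD, an actin-associated protein, at 5.59-fold lower.
Of 21 measured genes of the integrated stress response, 13 were higher in untreated U373cc3, 1 was lower and 7 did not pass the test (14 higher and 2 lower when adjusted over the list alone). The transcription factors ATF5 and DDIT3 were 3.41-fold and 2.65-fold higher, and CEBPG was 1.72-fold lower. The shift of the list against other genes had an adjusted p = 0.00173 from limma's camera and an adjusted p = 0.394 with an estimated correlation. Of 26 proliferation genes, 11 were lower and 15 did not pass (also 11 lower when adjusted over the list alone). Among the lower genes were the centromere protein CENPA (1.80-fold lower), the kinesin KIF18A (1.79-fold lower) and MKI67 (1.42-fold lower). KIF18A is the only 1 of the 11 on chromosome 11 or 13, where genes were lower together. The median log2 change of the list was -0.18, with an adjusted p = 0.00486 from camera and an adjusted p = 0.443 with an estimated correlation. Among 4 measured genes of a list of melanocyte markers, GPM6B, TYRP1 (2.02-fold) and MITF (1.29-fold) were higher and 1 did not pass, with the same numbers when adjusted over the list alone, and the list as a whole did not pass camera (adjusted p = 0.0915, and adjusted p = 0.443 with an estimated correlation). How specific these genes are to melanocytes was not tested, and the list is not used to name a cell type.
Altogether 4710 of 12300 probes differed between the untreated clones, 2570 higher and 2140 lower in U373cc3, and 201 were higher and 202 lower by at least 2-fold. On chromosomes 11 and 13, 449 of 633 measured genes were lower and 23 were higher. With the serial range of the arrays in the model 5694 probes passed, and 4492 passed over the arrays of range A alone. Both fits used single arrays in place of replicate means, with arrays of a replicate treated as correlated. Over all 36 arrays the same fit without the range gave 5242.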

The array analysis showed expression changes in a large number of transcripts in untreated U373cc3 cells compared to U373neo (Additional File 2). These transcripts represented genes that could be involved in a wide variety of cellular processes. Examination of genes induced by UV exposure showed that in general transcriptional responses to UV of U373 cells with or without CC3 expression are very similar; i.e. same mRNAs are induced or repressed in both cell lines, with a few exceptions (Additional File 3). This indicates that the transcriptional program induced by UV remains essentially unchanged in presence of exogenous CC3.

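UV raised CDKN2B, the cyclin-dependent kinase inhibitor p15, 5.94-fold in U373neo and 4.40-fold in U373cc3 (adjusted p = 1.54e-08 and 7.15e-08 from limma). HEXIM1, an inhibitor of the elongation kinase P-TEFb, rose 5.74-fold (log2 change 2.52, SE 0.10) in U373neo and 7.33-fold (log2 change 2.87, SE 0.10) in U373cc3, and GADD45B, a stress-induced gene, rose 4.33-fold and 3.45-fold. ESRRG, an orphan nuclear receptor, was 8.22-fold lower after UV in U373neo and 6.90-fold lower in U373cc3. The forkhead factor FOXO1 was 5.06-fold and 6.03-fold lower, and the sphingomyelin synthase SGMS1 was 5.94-fold and 5.56-fold lower. The list of replication-dependent histones was drawn by the HIST prefix of array symbols, with no check for pseudogenes. Of its 12 measured members, 9 rose and 1 fell in U373neo (the same numbers when adjusted over the list alone), with H2BP1 3.54-fold, H2AC4 2.14-fold and H2AC25 1.90-fold higher and H4C15 1.48-fold lower. In U373cc3 8 rose and 4 did not pass (also 8 when adjusted over the list alone). The shift of this list had an adjusted p = 0.0169 from camera in U373neo and 0.0227 in U373cc3. With an estimated correlation the adjusted p was 0.443 in each clone. The median log2 change of the list was 0.50 in U373neo and 0.37 in U373cc3. Short genes as a whole also rose, with medians of 0.36 and 0.27 over the 796 shortest genes, 66 to 5196 bases long. Camera did not take gene length into account, and whether these histones rose more than other genes of their length was not tested.
In U373neo 6905 of 11602 probes changed after UV, 215 rising and 627 falling by at least 2-fold, and in U373cc3 6694 changed, 233 rising and 539 falling by at least 2-fold. Of these, 5123 changed in both clones. Both clones raised 2603 probes, where independent lists of these sizes would share 1172, and both lowered 2460, where independent lists would share 834, while 60 probes moved in opposite directions. The 2 UV comparisons share no array, but the untreated arrays of both clones were scaled together, apart from the UV arrays of both. A difference between these sets that is not due to UV would enter both comparisons alike. It would raise the overlap and the correlation, so the numbers for independent lists are only a yardstick. Across the 11602 probes, which are not independent replicates, the log2 UV changes of the clones correlated with a Pearson r of 0.820 and a Spearman rho of 0.789, and r was 0.843 over the 8476 probes that changed in either clone.

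**Figure D1:**
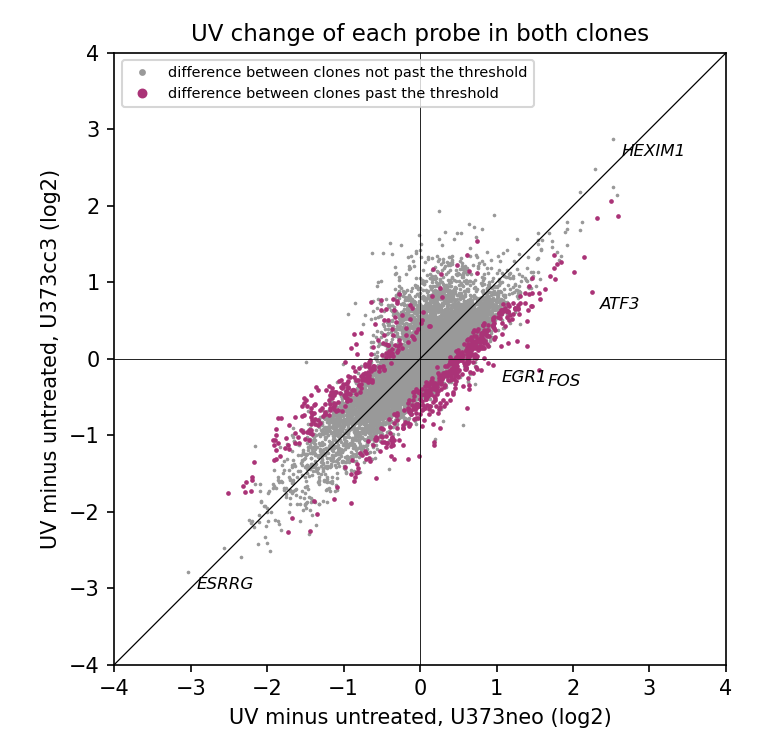
Log2 UV change of each of 11602 probes in U373neo (horizontal axis) and U373cc3 (vertical axis), means of 3 biological replicates per group after joint normalization. The line marks equal change, and the 716 magenta probes passed the test of a difference between the clones; FOS, EGR1, ATF3, HEXIM1 and ESRRG are named.

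The UV change itself differed between the clones at 716 probes, of which 485 changed less in U373cc3 and 231 more; 328 changed in the same direction in both clones, 58 in opposite directions, 195 passed in U373neo alone and 135 in U373cc3 alone. From the similarity of the responses, the paper concludes that the transcriptional program induced by UV is essentially the same in the presence of exogenous CC3.
Higher probes made up 55.1% of those changed in U373neo and 53.4% in U373cc3, 65.5% and 66.6% after median centring, and 42.2% and 38.6% on the values as deposited. With the serial range in the model 7162, 7340 and 1803 probes passed for UV in U373neo, UV in U373cc3 and the difference between them, and r was 0.798. That model used single arrays in place of replicate means, with arrays of a replicate treated as correlated. Without the range the same fit gave 7212, 7020 and 1404, so much of the rise from 716 is not due to the range. The replicate number as a block gave 448 for the difference. Over the arrays of range A, which hold 1 biological replicate of U373cc3 after UV, 6787, 5449 and 994 passed and r was 0.681. The 716 probes became 230 and 275 without U373neo UV replicate 2 or 3, 422 without U373cc3 UV replicate 1, 417, 289 and 385 without U373cc3 untreated replicate 1, 2 or 3, and 436 and 364 without U373neo untreated replicate 2 or 3.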

Two of the transcriptional changes observed in CC3 expressing cells versus parental U373 cells could be directly related to the differences in the UV induced DNA damage repair between the clones. Array results showed a rather high upregulation of the c-FOS transcript (13.2 fold) in untreated U373cc3 cells versus U373neo, and 2.7 fold downregulation of DDB2 (Additional File 2). c-FOS is an early response gene induced by UV [23], and was shown to be required for the efficient repair of the UV-induced DNA damage [24-26]. 

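The FOS transcript, which encodes a subunit of the AP-1 transcription factor, had an intensity of 449 ± 14.7 (SD, n = 3) in untreated U373neo and 5944 ± 446 (SD, n = 3) in untreated U373cc3, a 13.3-fold increase (log2 change 3.73, SE 0.09, adjusted p = 7.77e-11 from limma). DDB2, the damage-recognition subunit of the UV-damaged DNA-binding complex, had an intensity of 931.5 ± 17.7 (SD, n = 3) in U373neo and 350.2 ± 28.6 (SD, n = 3) in U373cc3 and was 2.67-fold lower (log2 change -1.42, SE 0.08, adjusted p = 1.02e-07). All 3 replicates of U373cc3 lay above all 3 of U373neo for FOS, and all 3 lay below for DDB2. Each gene was read by 1 probe. Within the serial ranges A, B and C the log2 change was 3.67, 3.63 and 3.96 for FOS and -1.41, -1.42 and -1.33 for DDB2. DDB2 lies on chromosome 11, and the 40 measured genes around it, 20 on each side, had a median log2 change of -0.64 between the untreated clones.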

DDB2, also known as Xeroderma pigmentosum group E, is intimately involved in the nucleotide excision repair (NER) of DNA damage by recruiting ubiquitinating protein complex of DDB1-cullin 4A [27].

Changes in the expression of the RNA for c-FOS were examined by quantitative RT-PCR. 

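The EGR1 transcript, which encodes a zinc finger transcription factor, rose from an intensity of 694 ± 37.2 (SD, n = 3) in untreated U373neo to 8375 ± 1469 (SD, n = 3) in untreated U373cc3, which is 12.0-fold (log2 change 3.58, SE 0.12, adjusted p = 2.19e-09 from limma). Other immediate early genes were raised with it. FOSB, a partner of JUN in AP-1, was 7.98-fold higher, ARC, a cytoskeleton-associated protein, 7.60-fold higher, the phosphatase DUSP2 4.02-fold higher and the growth factor HBEGF 2.93-fold higher. Of 28 measured immediate early genes, 20 were higher in untreated U373cc3, BTG2 (1.35-fold lower) and IER5 (1.23-fold lower) were lower and 6 did not pass, with the same numbers when adjusted over the list alone. The list was written after the paper's additional files, which list FOS, EGR1 and ATF3, had been read, so the direction of these genes is not independent evidence. The median log2 change of the list was 0.93, against 0.03 over all 8430 genes tested, and its shift had an adjusted p = 2.14e-09 from limma's camera and an adjusted p = 0.143 with an estimated correlation. Within the serial ranges A, B and C the log2 change of EGR1 was 3.36, 3.67 and 3.88, and the median of the list was 0.87, 0.89 and 0.89.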

We have also examined expression of EGR1, an early response gene induced, among other treatments, by UV [28,29], because the array results showed upregulation of EGR-1 in untreated U373cc3 cells versus U373neo (Additional File 2). U373cc3 cells showed a major increase in transcription of c-FOS and EGR1 compared to U373neo (Figure 4A), but the protein levels of c-FOS (Figure 4B) and EGR-1 (not shown) in untreated U373 clones were not affected indicating that the increase in c-FOS transcription in U373cc3 cells does not results in the increase in protein levels. 

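After UV the FOS transcript rose from a jointly normalized intensity of 416 ± 13.5 (SD, n = 3) to 1225 ± 113 (SD, n = 3) in U373neo, a 2.95-fold increase (log2 change 1.56, SE 0.08, adjusted p = 6.26e-08 from limma). In U373cc3 it was 5887 ± 469 (SD, n = 3) before UV and 5318 ± 262 (SD, n = 3) after it, a log2 change of -0.14 (SE 0.08, adjusted p = 0.167) that did not pass the test. The UV change of FOS differed between the clones by -1.70 on the log2 scale (SE 0.12, adjusted p = 8.84e-05), and FOS stayed 4.63-fold higher in U373cc3 than in U373neo on the UV arrays. EGR1 showed a similar pair of values, with a 1.93-fold rise in U373neo (adjusted p = 3.78e-05), a log2 change of -0.081 in U373cc3 (adjusted p = 0.585) and a difference between the clones of -1.03 (SE 0.17, adjusted p = 0.00962).

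**Figure D2:**
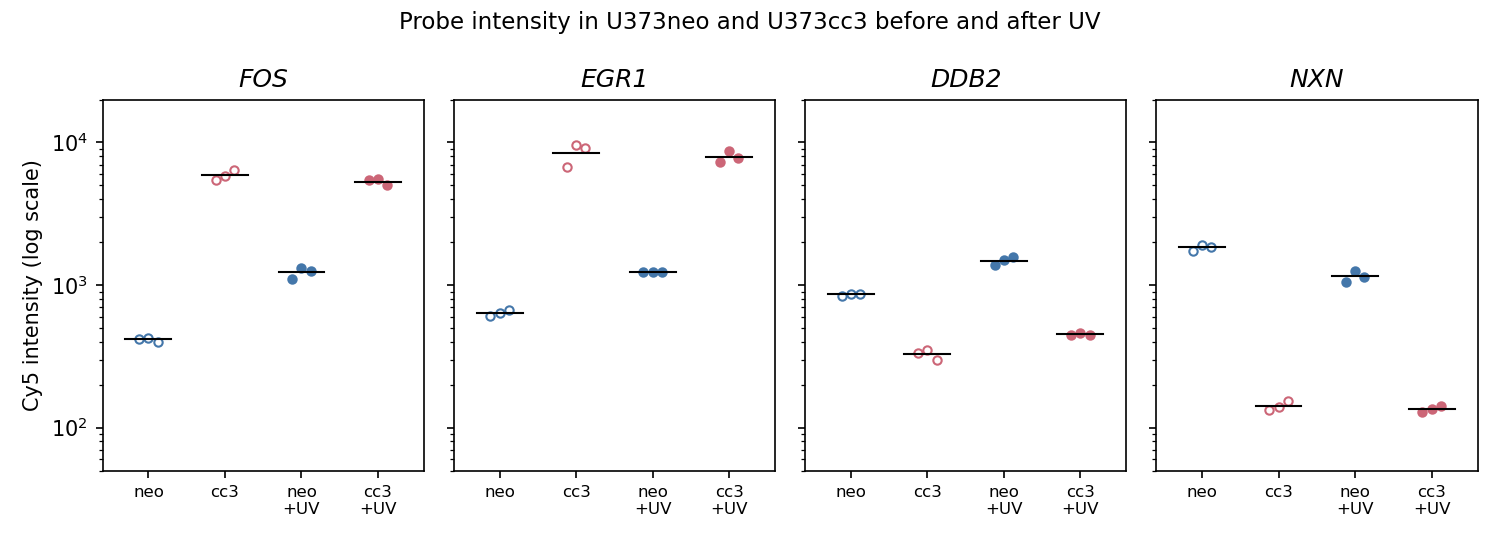
Jointly normalized Cy5 intensity (log axis) of FOS, EGR1, DDB2 and NXN in U373neo (blue) and U373cc3 (red), untreated (open circles) and 2 h after UV (filled circles). Each circle is 1 of 3 biological replicates and each line is the mean; FOS rose after UV from 416 to 1225 in U373neo, and was 5887 and 5318 in U373cc3.

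Of 28 measured immediate early genes, 16 rose after UV in U373neo, 5 fell and 7 did not pass, with the same numbers when adjusted over the list alone. ATF3, a stress-induced transcription factor, rose 4.75-fold, HBEGF 4.41-fold and SNAI1, a repressor of epithelial genes, 4.03-fold, while MYC was 2.39-fold lower. The list's shift in U373neo had an adjusted p = 0.00486 from camera and an adjusted p = 0.443 with an estimated correlation. In U373cc3 10 rose, 10 fell and 8 did not pass (11 and 10 when adjusted over the list alone), and the list did not shift against other genes (median log2 change 0.0034, adjusted p = 0.643). The UV change was smaller or more negative in U373cc3 for 14 of the 28 genes, larger for BTG2 and not different by the test for 13 (18 smaller and 1 larger when adjusted over the list alone), with a median difference of -0.56, an adjusted p = 1.72e-10 from camera and an adjusted p = 0.143 with an estimated correlation. Within the serial range A, which holds 9 arrays of U373neo and 3 of U373cc3 after UV, the log2 UV change of FOS was 1.60 in U373neo and -0.12 in U373cc3, that of EGR1 0.91 and 0.075, and the median of the immediate early genes 0.44 and 0.13; the median difference of their UV changes was -0.63 in the model of range A alone. The UV change of FOS in U373cc3 did not pass under any alternative run and was 0.057 with each array centred on its median. That of EGR1 was -0.24 and passed without U373cc3 untreated replicate 1.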

The array analysis also showed that UV induces c-FOS in U373neo cells (2. 5 fold) but not in U373cc3 (Supplemental File 2). Western blotting confirmed induction of c-FOS protein by UV only in U373neo cells (Figure 4B). To examine if CC3-induced inhibition of c-FOS induction by UV is unique to U373 cells, we have analyzed levels of c-FOS in CC3 null HepG2 cells transduced with a CC3 expressing lentivirus. Similar to U373 cells, exogenous CC3 also had a delaying effect on the repair of CPD lesions in transduced HepG2 cells (data not shown). Figure 4B shows that introduction of CC3 into HepG2 resulted in increase of basal c-FOS levels in untreated cells (not observed in U373cc3 cells even though RNA levels were higher), but, similar to the observations with U373 cells, prevented increase in c-FOS after UV exposure. These data indicate that exogenous CC3 might prevent induction of c-FOS by relatively low doses of UV (c-FOS was induced by UV of 40 and 60 J/m^2 ^in all cell lines; data not shown). We have not detected any effect of CC3 on subcellular localization of c-FOS which was exclusively nuclear in all cells (not shown).

**Figure 4:**
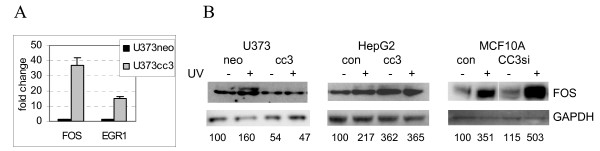
**CC3 negatively affects induction of c-FOS expression by UV**. A. Quantitative RT-PCR analysis of c-FOS and EGR1 expression in U373 clones. B. Western blot analysis of FOS expression in cells before and 2 hours after exposure to UV at 15 J/m^2^. The protein bands were quantified after scanning with the Kodak Imaging Station 2000R, and GAPDH levels were used to normalize the data.

We have then examined expression of c-FOS in cells with silenced CC3, expecting that perhaps the latter will have an enhancing effect on c-FOS induction by UV. Indeed, while there was no change in the basal levels of c-FOS in MCF10A cells with silenced CC3, induction of this protein by UV was much higher in MCF10A cells with silenced CC3 (Figure 4B). These observations suggest that both endogenous and exogenous CC3 might restrain induction of c-FOS by UV in different cellular contexts.

Next, we examined expression of DDB2 protein in cell lines where CC3 expression was manipulated. Figure 5A shows that the basal levels of DDB2 are lower in U373cc3 cells, in agreement with transcriptional downregulation found in the expression array analysis (Additional File 2). 

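DDB2 was lower in U373cc3 on the UV arrays as well, at an intensity of 415.0 ± 9.28 (SD, n = 3) against 1373 ± 88.6 (SD, n = 3) in U373neo, which is 3.31-fold lower (log2 change -1.73, SE 0.07, adjusted p = 3.35e-08 from limma). UV raised the DDB2 transcript 1.72-fold in U373neo (adjusted p = 4.14e-06) and 1.37-fold in U373cc3 (adjusted p = 0.000314), and these changes did not differ between the clones by the test (difference -0.32, SE 0.11, adjusted p = 0.0914). Of the partners of DDB2 in the ubiquitin ligase, 2 were also lower in untreated U373cc3, DDB1 by 1.65-fold (log2 change -0.72, SE 0.07, adjusted p = 1.04e-05) and CUL4A by 1.36-fold (log2 change -0.44, SE 0.11, adjusted p = 0.00644), while the RING subunit RBX1 had a log2 change of -0.0063 (SE 0.07, adjusted p = 0.955).
Of 31 measured genes of nucleotide excision repair, 6 were lower in untreated U373cc3, 3 were higher and 22 did not pass, with the same numbers when adjusted over the list alone. Beside DDB2, DDB1 and CUL4A, the lower genes were the endonuclease ERCC5 (1.73-fold lower), the TFIIH subunit GTF2H1 (1.23-fold lower) and the ligase LIG1 (1.21-fold lower), and the higher ones were ERCC3, XAB2 and MNAT1. The list as a whole did not shift (median log2 change -0.0027, adjusted p = 0.461 from camera). DDB2, DDB1 and GTF2H1 lie on chromosome 11 and ERCC5 and CUL4A on chromosome 13, so 5 of the 6 lower genes were on the 2 chromosomes with the lowest medians, and the 26 measured genes of the list on other chromosomes had a median of 0.04.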

The basal levels of DDB2 protein were found to be higher in both MCF10A and MCF7 cells where CC3 was silenced (Figure 5B). These data indicate that CC3 has an inhibitory affect on expression of DDB2. We have examined the subcellular localization of DDB2 protein in various lines used above, but DDB2 was nuclear in all cells. We suggest that lower levels of DDB2 could be directly relevant to the delay in repair seen in U373cc3 cells.

**Figure 5:**
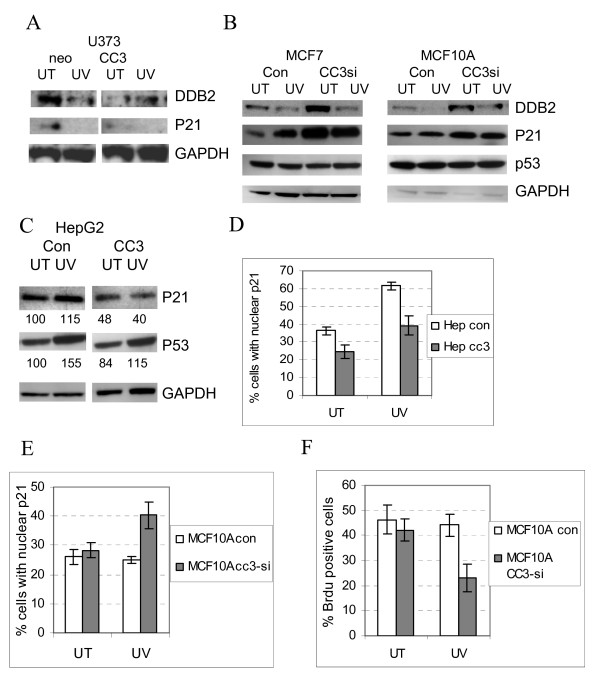
**Manipulation of CC3 expression affects expression levels of DDB2 and p21CIP1**. (A) Western blot analysis of U373 clones for expression levels of DDB2, p21CIP1 and GAPDH (loading control). Lysates were prepared from mock-treated cells and UV-treated (20 J/m^2^) cells at 2 hours after exposure. Cell lysates were electrophoresed and subjected to Western blotting with the antibodies to indicated proteins. (B). Western blot analysis of MCF10A and MCF7, control, and with silenced CC3, for expression levels of the indicated proteins. (C) Same as in (A) and (B) with HepG2 cells transduced with a control or CC3 expressing lentiviral vector. The protein bands were quantified after scanning with the Kodak Imaging Station 2000R with GAPDH signals used to normalize the data. (D) Subcellular localization of endogenous p21CIP1 in HepG2 cells with or without exogenously expressed CC3. Cells were stained for CC3 and p21CIP1 before and 2 hours after irradiation with UV (20 J/m^2^). The results are average of three experiments in which at least 300 cells were counted. (E). Localization of p21CIP1 in HepG2 cells before and 2 hours after irradiation with UV (20 J/m^2^). Experiments were done as in (D). (F) BrdU incorporation into MCF10A cells after exposure to 20 J/m^2 ^of UV. Cells were allowed to recover for 30 minutes after exposure, pulsed with 30 minutes with BrdU and incubated for further 1.5 hours in fresh media. After fixation, cells were stained with the anti-BrdU FITC conjugated antibody.

### CC3 expression increases levels and nuclear localization of p21CIP1

In a recent publication, CC3 was reported to regulate levels of p53 and p21WAF1/CIP1 (CDKN1A) via stabilization of their mRNAs [30]. In addition, p21 protein levels have been shown to be regulated by DDB2 [31]. We have therefore examined if manipulation of CC3 affects the levels of p21CIP1 because p21CIP1 was shown to be involved in the UV induced DNA damage response in numerous publications. Western blot analysis of U373 cells for p21CIP1 showed somewhat lower levels in U373cc3 cells compared to U373neo, and disappearance of detectable p21 after UV exposure. We could not reliably examine the subcellular localization of p21CIP1 by immunofluorescence in U373 cells because these cells have very low levels of p21CIP1 most likely due to the lack of functional p53.

We have therefore examined levels and localization of p21 in CC3 protein null HepG2 cells that express p53. HepG2 cells were transduced with a CC3 expressing lentivirus (HepG2cc3) or a control vector (HepG2con). Expression of exogenous CC3 in HepG2 cells lead to a decrease in the basal levels of p21CIP1, and prevented the increase in its levels and nuclear localization after UV exposure observed in HepG2con cells (Figure 5C and 5D). Changes in levels and localization of p21CIP1 in cells with exogenously expressed CC3 are likely independent of p53-dependent regulation of p21, because the levels of p53 were only marginally affected by CC3 expression (Figure 5C), and the exclusively nuclear localization of p53 in HepG2 cells was not affected by CC3 (not shown).

Examination of MCF10A and MCF7 cells with silenced CC3 showed that in both cell lines abrogation of CC3 protein expression leads to increased basal levels of p21, but no further increase at 2 hours after UV exposure, unlike in control cells (Figure 5B). Silencing of CC3 did not affect the levels of p53 in cells before or 2 hours after UV exposure (Figure 5) (levels of p53 were increased at later times after UV exposure in both control and CC3-silenced cells; not shown). We have examined the subcellular localization of p21CIP1 in cells before and after UV irradiation. In untreated cells, similar percentages of cells had predominantly nuclear p21CIP1 irrespective of their CC3 status, but exposure to UV led to the nuclear accumulation of p21CIP1 in a higher percentage of CC3-silenced cells (Figure 5E). We have not detected changes in localization of p53 protein as a consequence of CC3 silencing (not shown). We conclude that lack of CC3 expression leads to increased nuclear localization of p21 after DNA damage.

Even though p21CIP1 has been implicated in regulation of DNA damage repair itself, some older and recent publications suggest that it is a negative regulator of the translesion (TSL) DNA synthesis after UV exposure. To examine if TSL is affected in MCF10cc3-si cells, we have examined the rate of DNA synthesis after UV exposure. Figure 5F shows that the number of cells in S phase after UV irradiation was significantly reduced in MCF10Acc3-si cells, which have higher levels of p21 that the control cells (Figure 4B). Considering that the effect of CC3 silencing on the efficiency of DNA repair was relatively minor in MCF10A and MCF7 cells (Figure 3), we conclude that the silencing of CC3 has a minor effect on the efficiency of DNA repair but strongly impairs the translesion DNA synthesis probably through increase in levels of nuclear p21.

### Exogenous CC3 affects repair of oxidative DNA damage

We have examined if repair of oxidative DNA damage is also affected by the exogenously introduced CC3 expression. U373 clones were treated with hydrogen peroxide for a short time and allowed to recover in fresh medium. Repair of oxidative damage was monitored by comet assay. Figure 6A shows that cells expressing CC3 have a decreased capacity for the repair of oxidative lesions in DNA. A similar deficiency in the repair of oxidative DNA damage was observed in a small cell lung carcinoma cells N417 (CC3-null) forced to express exogenous CC3 (Figure 6B).

**Figure 6:**
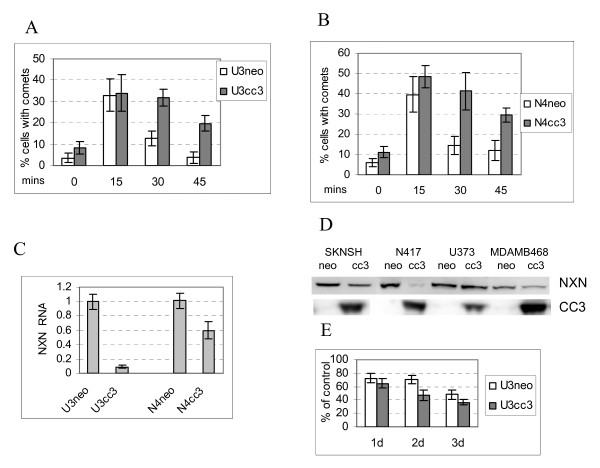
**CC3 impairs repair of oxidative DNA damage and reduces levels of nucleoredoxin RNA and protein**. (A). Comet assays were performed with U373neo and cc3 cells, either untreated (UT) or treated with 25 μM hydrogen peroxide for 15 mins, after witch peroxide was removed and cells were allowed to recover in fresh medium for additional 15 and 30 minutes. Results are average of three independent experiments. (B). Same as in (A), with N417neo and cc3 cells except the concentration of H_2_O_2 _was 10 μM. (C). Quantitative RT-PCR of steady-state NXN RNA levels was performed with RNAs isolated from the cells with or with exogenously introduced CC3. (D) Western blot analysis of nucleoredoxin expression in paired cells, control transfected (neo) or stably transfected with CC3. E. Viability of U373 clones subjected to treatment with 100 μM H_2_O_2 _for 30 minutes. Cells were analyzed as described in Materials and methods; experiments were performed three times with cells plated in triplicate or quadruplicate for each experimental point.

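NXN, which encodes nucleoredoxin, had an intensity of 1962 ± 92.2 (SD, n = 3) in untreated U373neo and 143 ± 13.2 (SD, n = 3) in untreated U373cc3. The transcript was 13.7-fold lower (log2 change -3.78, SE 0.09, adjusted p = 7.77e-11 from limma). On the UV arrays it was 8.00-fold lower in U373cc3. UV lowered NXN 1.59-fold in U373neo (adjusted p = 3.18e-05), while the log2 change in U373cc3 was -0.072 (adjusted p = 0.475), and the UV change differed between the clones by 0.60 (SE 0.12, adjusted p = 0.0187). The jointly normalized intensity in U373cc3 was 142 ± 11.3 (SD, n = 3) before and 135 ± 7.11 (SD, n = 3) after UV, and how far this lies above background was not analysed here, so a further fall is not excluded. Other genes of redox defence went in both directions in untreated U373cc3. HMOX1, the stress-induced heme oxygenase, was 3.88-fold higher (adjusted p = 8.37e-09), whereas the peroxiredoxin PRDX5 was 1.91-fold lower and catalase (CAT) 1.79-fold lower; both lie on chromosome 11, as does GSTP1, and these are 3 of the 6 lower genes of the list. Of 25 measured genes of this list, 6 were lower, 4 were higher and 15 did not pass, with the same numbers when adjusted over the list alone, and the list did not shift against other genes (adjusted p = 0.352 from camera). Within the serial ranges A, B and C the log2 change of NXN in untreated cells was -3.88, -4.06 and -3.40.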

The array expression analysis of U373 clones (Additional File 2) identified nucleoredoxin [32], a gene of the peroxiredoxin family, as downregulated 13.7 fold in U373cc3 cells. Nucleoredoxin (NXN) is involved in regulation of Wnt signaling pathway during oxidative stress and [33], and similar to the other members of the peroxiredoxin family, could be related to the control of the reactive oxygen species after oxidative insult. We examined levels of nucleoredoxin first by quantitative RT-PCR in U373 and N417 cell lines with and without CC3 and confirmed a very significant decrease in the transcript levels in presence of CC3 (Figure 6C).

Next, we have examined the levels of the nucleoredoxin protein by Western blot analysis. Unexpectedly, nucleoredoxin levels were not diminished in U373cc3 cells compared to U373neo cells in spite of the very significant reduction in RNA level (Figure 6D). Therefore, in U373 cells the impairment of the oxidative DNA damage repair is unlikely to be a direct or indirect consequence of the reduced levels of nucleoredoxin. In addition, the levels of both endogenous and peroxide treatment induced reactive oxygen species (ROS) in U373cc3 and U373neo cells were quantitatively similar, as measured by flow cytometric analysis of cells pre-loaded with ROS- sensitive probe CM-H_2_DCFDA (Molecular Probes; not shown). Analysis of cell survival after treatment with peroxide showed that it is diminished in U373 cells (Figure 6E), indicating that the delayed repair of oxidative damage might impact cell survival.

Because we have observed that in U373cc3 cells transcriptional changes are not necessarily "translated" into corresponding changes in protein levels (as seen with c-FOS, EGR1 and nucleoredoxin), we have examined expression of nucleoredoxin in other cells stably transfected with CC3. In N417cc3 cells nucleoredoxin protein was almost undetectable (Figure 6D). A significant reduction in nucleoredoxin protein levels was seen in two other lines forced to stably express exogenous CC3: CC3-negative neuroblastoma SKNSH and CC3-low breast carcinoma MDA MB 468 (Figure 5D). This suggests that suppression of nucleoredoxin expression by CC3 might be a common consequence of forced CC3 expression.

## Discussion

Our data show that the forced expression of exogenous CC3 and, to a much lesser degree, silencing of endogenous CC3 delay the repair of UV induced DNA damage. These findings are not entirely contradictory considering the role of CC3 in the regulation of nuclear transport. Changes in levels of CC3 could disrupt the existing balance in the nuclear import and export of any number of shuttling proteins, including those involved in DNA damage repair.

We have chosen to examine the possible consequences of forced expression of CC3 on DNA damage repair in a glioblastoma cell line lacking endogenous CC3, because introduction of CC3 did not affect its proliferation rate or sensitivity to death signals, unlike negative effects reported in many other tumor cell lines stably transfected with CC3 ([2]). Therefore, we were able to analyze effects of CC3 on DNA damage repair apart from the described negative effects of CC3 expression on cell survival and growth rate. In retrospect, however, we observed that some transcriptional changes induced by CC3 in U373 cells did not result in corresponding changes in protein levels (increases in c-FOS, EGR-1 and a decrease in nucleoredoxin). The lack of correlation between a change in a certain mRNA level and a corresponding change in level of protein it encodes appears to be limited to U373 cells. In particular, the FOS protein is induced by CC3 in HepG2 but not in U373 (Figure 4B); nucleoredoxin is downregulated by CC3 in three tumor cell lines but not in U373 (Figure 6D); vimentin, whose RNA is upregulated 300 fold in U373cc3 cells (Additional File 2) is practically unchanged at the protein level, but is strongly induced in N417 cells (data not shown). It appears that the U373 cells exercise a strong post-transcriptional control of protein levels in U373 cells, either at the level of translation per se, or by altering protein stability. This could be relevant to the ability of these cells to maintain levels of critical proteins that are compatible with the high proliferation rate and apoptotic resistance characteristic for glioblastoma.

We have attempted to identify some of the proteins relevant to DNA damage responses whose levels/localization are affected by changes in CC3 levels. The RNA expression array analysis was based on a rationale that CC3 might affect nucleocytoplasmic shuttling of certain transcription factors, which could have consequences for the expression levels of a number genes that are co-regulated by these transcription factors. In particular, we were interested to find if the introduction of CC3 into CC3-negative cells might have a generalized effect on transcription changes induced by UV. As seen in the Additional File 3, the sets of genes affected by UV in CC3-negative versus CC3-expressing cells are remarkably similar, excepting a few quantitative changes in the degree of suppression/induction. This indicates that CC3 expression does not induce a major shift in the transcriptional response to UV.

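Of the transcripts that Additional File 3 lists as induced by UV, 60 genes were measured, and 56 of them were also raised at an adjusted p under 0.05 from limma in U373cc3. The test of the difference between the clones called 23 of the 60, all with a lower UV change in U373cc3; FOS is among them. Of the 380 measured genes listed as repressed, 377 were also lowered in U373cc3, and the difference between the clones passed for 81, of which 76 had a higher and 5 a lower UV change in U373cc3. The genes had been ranked on U373neo in these same arrays, so a smaller change in the other clone is not independent evidence of its direction. Among the induced genes the UV change of ATF3, a stress-induced transcription factor, was lower in U373cc3 by a log2 difference of -1.38 (SE 0.12, adjusted p = 0.000409). Among the repressed genes DPYD, an enzyme of pyrimidine breakdown, fell less in U373cc3, with a difference of 1.04 (SE 0.16, adjusted p = 0.0066).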

This is, perhaps, not surprising, considering that cells differing in CC3 expression could be expected to have significant changes in subcellular localization of the relevant shuttling proteins rather than changes in their mRNA levels. We have detected changes in the expression levels of two proteins closely related to NER: DDB2 and p21CIP1; in addition, the well-known induction of c-FOS by UV was significantly inhibited in CC3-expressing cells, and increased in CC3-silenced cells (Figure 4). The role of DDB2/XPE in NER has been studied extensively, but remains incompletely understood. Thus, degradation of DDB2 is thought to be essential for the initial stages of NER, but DDB complex activity is dispensable for the NER *in vitro *([34] and references therein). The prevailing notion was that DDB2 is an essential part of the UV-activated DDB1-DDB2-CUL4A ubiquitin ligase, and as such participates in the initiation of global NER. This complex was variously reported to be responsible for degradation of DDB2 itself [35] or ubiquitination of histones at the sites of damage [36,37]. However, a very recent report showed that ablation of Cul4A, a ubiquitin ligase in the complex, actually increases the capacity of normal cells to repair UV damaged DNA [38]. DDB2 was shown to act as a haploinsufficient tumor suppressor [39], but to complicate the issue further, DDB2 is expressed at higher levels in estrogen receptor positive breast cancer cells, and its knockdown negatively impacts the growth rate of these cells [40]. This, however, could be due to the functions that DDB2 likely has in cellular processes other than NER. We show that DDB2 levels are increased in MCF10A and MCF7 cells when CC3 expression is silenced, and DDB2 levels are decreased in U373 cells forced to express CC3. The latter change correlates with a slower kinetics of UV induced DNA damage repair. We conclude that expression of CC3 has an inhibitory effect on expression of DDB2, and that could play a role in the delay of DNA repair.

The role of p21CIP1WAF/CIP1 in NER remains controversial, in spite of hundreds of research papers published on the topic. Earlier reports indicated that higher levels of p21CIP1 are not inhibitory for NER, but can inhibit translesion DNA synthesis (TLS) [41], while subsequent publications suggested an inhibitory role of p21 in the repair process itself via its interaction with PCNA (reviewed in [42]). p21 was strongly implicated in the negative regulation of TLS, preventing association of polymerase eta with PCNA [43-45]. Our findings show that increased levels of p21CIP1 in cells where CC3 is silenced correlate with the significant inhibition of TLS, but have a minor effect on UV induced DNA damage repair.

Expression of c-FOS was shown to be necessary for the efficient repair of UV-induced DNA damage [24,25], and c-FOS negative cells show a significant decrease in their repair capacity. Two cell lines expressing exogenously introduced CC3 (U373 and HepG2) fail to increase expression of c-FOS after UV exposure, which could be a contributing factor to the observed delay in repair. Our observations of the complex effects that manipulation of CC3 levels has on levels of the three investigated proteins relevant to DNA damage responses are illustrated in Figure 7.

**Figure 7:**
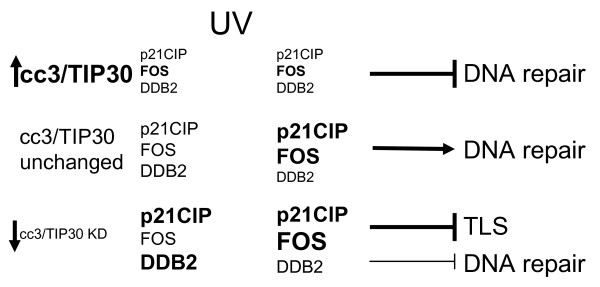
**Schematic illustration of the proposed/expected mechanism of the effects of CC3/TIP30 on responses to DNA damage**. The scheme illustrates changes in expression of thee proteins involved in DNA damage responses depending on changes in levels of CC3. Changes in protein levels are represented as increases/decreases in the font size or thickness compared to the uniform size of font used for all proteins in the middle part of the scheme ("CC3/TIP30 unchanged") prior to UV treatment. Overexpression of CC3 (top part) leads to higher levels of c-FOS and lower levels of p21 and DDB2, while silencing of CC3 has no effect on c-FOS in untreated cells, but significantly increases levels of DDB2 and p21CIP. After exposure to UV cells expressing exogenous CC3 protein fail to increase levels of FOS and p21CIP. They also accumulate less p21CIP in their nuclei after UV exposure (Figure 5D). This could contribute to the deficiency in repair of DNA damage. Cells where CC3 expression is silenced (lower part. "CC3/TIP30 KD) continue to maintain the already higher levels of p21CIP without further increasing it. More of these cells have nuclear p21 (Figure 5E). They also show a higher increase in the levels of FOS after UV exposure. Altogether, these changes observed after CC3 knockdown have minor consequences for the repair of DNA damage, but significantly inhibit DNA translesion synthesis (TLS) after DNA damage likely due to high levels of p21CIP.

We have also investigated the effect of manipulating levels of CC3 on the DNA damage repair and cell survival after oxidative stress. While we could not detect any effects of CC3 knockdown on the repair of oxidative DNA damage, excess of cellular CC3 significantly delayed repair, and, in addition, had a negative effect on cell proliferation. These findings are in agreement with the published results that overexpression of CC3 leads to increased sensitivity to the apoptotic induction by oxidative stress [30]. An increase in levels of p53 and p21 proteins trough the stabilization of the p53 RNA was suggested to play a role in predisposition to apoptosis induced by CC3 expression.

It is possible that the delays in repair of oxidative DNA damage induced by CC3 might contribute to the lower survival of glioblastoma cells expressing exogenous CC3 (Figure 6E). Other cell lines forced to express CC3 (Figure 6D) also show an impaired survival after treatment with oxidative agents (not shown). In these cell lines, the negative effect on viability could be due not only to impaired DNA repair, but also to a decrease in levels of nucleoredoxin, induced by CC3 (Figure 5). Lower levels of nucleoredoxin in cells forced to express CC3 could result in lowered ability to neutralize ROS, more severe DNA and other types of oxidative damage, and consequently more death. Indeed, N417 cells expressing exogenous CC3 have higher levels of endogenous ROS as measured by conversion of ROS-sensitive probe CM-H_2_DCFDA to fluorescent form (data not shown). The possible role of nucleoredoxin in this process has not been studied, but peroxiredoxins in general have been implicated in the ability of both Saccharomyces cerevisiae [46] and mammalian cells [47] to protect themselves from the deleterious effects of oxidative insults on DNA repair, genomic stability and survival. Nucleoredoxin was shown to act as a negative regulator of the Wnt/β-catenin signaling in peroxide-treated cells [33]. The long-term consequences of this effect on cell survival have not been investigated. However, assuming that nucleoredoxin shares with other peroxiredoxins the ability to control ROS levels, it is reasonable to suggest that lowering levels of cellular nucleoredoxin will have an adverse effect on cell survival after oxidative insult.

## Conclusions

Our experiments show that exogenously expressed CC3, by virtue of its effects on levels and subcellular localization of proteins involved in DNA damage responses, negatively affects DNA damage repair after both UV exposure and oxidative stress. We have identified c-FOS, DDB2 and p21CIP as proteins whose levels or localization are affected by CC3, and these changes are potential culprits in the effects of CC3 on cellular responses to UV. Our findings are consistent with the known role of CC3/TIP30 in impairing cell survival after apoptotic treatments and its role as a tumor and metastasis suppressor. Inhibition of nuclear transport by CC3 most likely plays a role in its activity as metastasis suppressor and cell death promoter. Further work will be needed to identify critical proteins whose localization is affected by CC3 and impacts responses to DNA damage.

## Methods

### Cells, transduction and transfection

All cell lines were obtained from the ATCC, and propagated according to the instructions provided. SiRNA constructs in the LKO plasmid vector for the production of lentivirus - mediated siRNA expression were purchased from Open Biosystems/Thermo. Viruses were produced in HEK293 cells according to the manufacturer's instructions and used to transduce cells, followed by selection in pre-determined concentration of puromycin. Stably transfected clonal populations of U373, N417 and SKNSH cells were selected and described earlier [2,3].

### HCR assay

The HCR assay was conducted as described previously [48]. The firefly luciferase reporter plasmid (pFLuc) either damaged with 1000 J/m^2 ^or undamaged was contransfected with undamaged Renilla luciferase pRLuc as an internal transfection control and with effector plasmids: pCMVneo3, pCMV-CC3 and pCMV-CC3 mut with Fugene (Roche) on 24 well plates. At 24 hours after transfection, cells were lyzed and assayed for Renilla and Firefly luciferase activity using the Dual Luciferase Activity assay (Promega). The firefly luciferase activity of each sample was normalized to the Renilla activity. To determine the repair capacity of cells transfected with different reporters, repair conversion was calculated first by dividing the normalized firefly luciferase activity from cells transfected with the UV-damaged pFLuc by that of undamaged pFLuc transfected cultures. The fold HCR was calculated by dividing the repair conversion of effector transfectants by that of vector transfectants.

### Comet assay

Comet assays were conducted using Trevigen comet assay kits according to manufacturer's instructions. Briefly, cells were harvested by trypsinization at different times after treatment with UV or hydrogen peroxide, and embedded into low-melting agarose. Embedded cells were gently lyzed, and the nuclear DNA was denatured with alkali. Cells in agarose were subjected to electrophoresis in the alkaline buffer, and after drying were stained with SYBRgreen. Comets were counted under fluorescent microscope. At least 300 nuclei were counted for each sample.

### Detection of CPDs by ELISA

Cells were seeded on 6-cm culture dishes at 5 × 105 per well and irradiated next day with 15 J/m2

UVC. Cells were harvested immediately or at different times after irradiation, and genomic DNA was isolated (DNeasy cell and tissue kit; Qiagen). ELISA (in triplicate) was performed in 96-well plates precoated with 0.06% protamine sulfate (Sigma). For CPD detection with TDM-2 antibody (Cosmo Bio), 30 ng of heat-denatured DNA in PBS was added to the wells and dried at 37°C for 16-20 h. The monoclonal antibody TDM-2 was added to the wells at 0.05 μg/ml and incubated at 37°C for 30 min. The plates then were incubated with affinity-purified goat anti-mouse immunogloblin G conjugated with peroxidase (Zymed) at 37°C for 90 min. Finally, the substrate solution, consisting of 0.04% o-phenylene diamine and 0.007% H_2_O_2 _in citrate-phosphate buffer, was added to each well for 30 minutes. Sulfuric acid was added to stop the reaction and the absorbance at 490 nm was measured using a Microplate Reader Spectra MAX.

### Detection of CPDs by Immuno-slot blot

100 ng of DNA was diluted into DNA denaturation solution (1.5 M NaCl: 0.5 M NaOH) and applied to a positively charged nylon membrane by vacuum blotting. The DNA on membrane was washed with a neutralizing buffer (0.5 M Tris; 1.0 M NaCl, pH 7.5). The membrane was baked at 80°C for 20 minutes and blocked by incubating in PBS plus 0.1% Tween 20 (PBS-T) containing 5% nonfat milk (blocking buffer) overnight at 4°C. After multiple washes with PBS-T, the membrane was incubated with anti-CPD antibody (Kamiya) in blocking buffer for 2 h at room temperature. The membrane was washed thoroughly with PBS-T and further incubated with an anti-mouse horseradish peroxidase-conjugated antibody (Pierce) for 1 h at room temperature (1:5,000 dilution in PBS-T). The membrane was developed with the chemiluminescence detection kit (Pierce) and detected on Kodak Imager 2000R using Kodak Molecular Imaging software.

### Cell viability tests

Short term effects of various treatments were analyzed using the WST-8 cell proliferation assay with the Cell counting kit CCK-8 from Dojindo. Briefly, cells were plated on 96 well palates, subjected to treatments in triplicates or quadruplicates, and the number of live cells was evaluated one, two and three days later. For colony-forming assay, cells were plated at 1000 on 6 cm plates overnight, and subjected to UV exposure. Fifteen days later the colonies were stained with Crystal Violet and counted.

### Western blotting

Whole cell lysates were prepared in RIPA buffer (140 mM NaCl, 50 mM Tris pH 8.0, 1 mM EDTA. 1 mM DTT, 0,5% deoxycholate, 0.1% SDS, 1% Triton X100 and protease inhibitors). For analysis of DDB2, RIPA buffer contained 420 mM NaCl. Cell lysates were electrophoresed on SDS-PAGE and transferred to nitrocellulose membranes. Membranes were blotted with antibodies at recommended concentrations overnight at 4°C and the bound primary antibodies were detected using peroxidase-conjugated secondary antibodies. Blots were developed using SuperSignal enhanced chemiluminescence kit (Pierce) and imaged on Kodak Imager ISR2000.

### RNA isolation and microarray analysis

U373neo and U373cc3 were exposed to UV at 15 J/m^2 ^and left to recover for 2 hours. These cells, along with untreated cells, were each harvested in triplicates for microarray experiment. Total RNA was isolated using RNeasy Mini Kit (Qiagen). RNA was used for Cy5-labeled aRNA preparation per manufacturer instruction (Ambion MessageAmp™ aRNA Amplification Kit, Ambion Inc., Austin, TX, USA).

The microarray experiments were performed using Phalanx Human OneArray™ Version 4.1 (HOA 4.1; Phalanx Biotech Group, Inc., Hsinchu, Taiwan). Each microarray contains 32,050 oligonucleotide probes that include 30,968 human gene probes for transcription expression profiling and 1082 experimental control probes. Detailed descriptions of the gene array list, hybridization and processing procedures are available from http://www.phalanxbiotech.com/.

In brief, each Cy5 labeled aRNA was hybridized to HOA 4.1 microarrays in triplicate. Prior to the microarray hybridization, the Cy5 labeled aRNAs were fragmented using the reagents and protocol provided in Ambion RNA Fragmentation Reagents kit (Ambion Inc., Austin, TX). Fragmented Cy5-labeled aRNA were suspended in OneArray™ hybridization buffer (provided in HOA product package) at a final volume of 180 μl per hybridization. The pre-hybridization blocking, array hybridization, and post-hybridization washes were performed according to the instruction provided in the HOA User Guide. The arrays were then scanned using GenePix 4000B (Molecular Devices, Sunnyvale, CA, USA) and the fluorescent intensities were extracted from the generated images by following the instructions and the conditions described in HOA User Guide. The raw intensity data were input to GeneSpring GX Version 7.3.1 (Agilent, Foster City, CA, USA). The averaged intensities for each probe then were normalized by quantile normalization. Differentially expressed genes were identified, and filtered based on t-tests (p < 0.05). The results of microarray analysis are available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20633

### Real-Time Quantitative PCR

Total RNA was isolated as described above. Five μg of total RNA was treated with 20 units of DNase and reverse transcribed with oligo dT:random primer (1:1 at 1.5 μg each) by using Superscript II (Invitrogen). Fifty nanograms of first-strand cDNA were used in subsequent real-time PCR carried out with iQ5 (Bio-Rad) by using SyBr green dye (Applied Biosystems) as the fluorescent probe with gene-specific primer sets. The following parameters were used in the PCR: 10 min denaturation at 95°C, 35 cycles of 15 sec at 95°C, and 1 min at 55°C. To quantify fold expression changes compared to control, the ΔΔC^T ^methods were used [49]. C^T ^is the point at which the fluorescence signal rises above the baseline fluorescence and begins to increase exponentially. The C^T ^value is in logarithmic inverse relationship with the abundance of the transcripts, based on the assumption that C^T ^values increase by 1 for each twofold dilution.

### Immunofluorescent staining

Cells were plated on 8-well chamber slides, treated as intended next day and fixed in 4% paraformaldehyde. After permeabilization with 0.1% Triton X-100 and blocking in 3% BSA in PBS, cells were incubated with anti-p21CIP1 antibodies (Cell Signaling) and anti-CC3 antibodies [18] in 1% BSA, and bound antibodies detected with the appropriate secondary antibodies conjugated to Alexa 488 or 568 (Invitrogen).

### BrdU incorporation

Cells in culture were incubated with 30 μM of BrdU for 30 minutes, after which BrdU containing media were removed, cells washed with PBS and incubated for additional 1.5 hours in fresh media. Cells were harvested, fixed in 70% ethanol and processed for staining with anti-BrdU, FITC-conjugated antibody (Becton Dickinson) according to supplier's protocol. Cells were counterstained with propidium iodide and analyzed on FACScan.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SF and FK carried out manipulations of cell lines' CC3 content and analysis of proteins and RNA expression. SF performed the expression array analysis. ES performed DNA damage repair assays and cell staining, designed the study and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Summary of changes induced in cell lines by manipulation of CC3 expression**. The Table shows list of cell lines used in the study including the status of endogenous CC3 expression, the effects of manipulating CC3 levels on cell proliferation and survival, and changes in expression levels of DDB2, p21CIP, FOS and NXN in response to changes in CC3 levels. Click here for file

Additional file 2 **List of genes differentially expressed in untreated U373neo cells versus U373cc3 cells**. 

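Additional File 2 lists transcripts that differed between the untreated clones, with a fold for each. Of 169 genes named as higher in U373cc3, 112 had a probe with values, all 112 were higher in the deposited intensities, 111 at an adjusted p under 0.05 from limma, and 110 had a fold within 1.5 times the paper's. Of 186 genes named as lower, 136 were measured, 133 were lower, 130 of them past the test, and 127 had a fold within 1.5 times the paper's. The cadherin CDH19, named as higher, was 7.96-fold higher (log2 change 2.99, SE 0.09), and CDKAL1, named as lower, was 5.28-fold lower (log2 change -2.40, SE 0.09). FHIT, CCNL1 and AKR1A1, named as lower, had positive log2 changes. Chromosomes 11 and 13 held 55 of the 136 measured genes named as lower and 3 of the 112 named as higher. The genes were chosen by the study on these arrays, so the tally is not independent evidence of their direction.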

The Table shows results of comparative expression array analysis of the glioblastoma cells U373 stably transfected with CC3 (U373cc9) versus control transfected U373 neo. Transcripts upregulated in U373cc9 cells are shown in the first (upper) part of the Table, and transcripts downregulated in U373cc3 versus U373neo are shown in the second part of the Table. Click here for file

Additional file 3 **List of genes induced or repressed after UV exposure in U373 clones with or without exogenous CC3**. The Table shows expression changes induce by UV in glioblastoma clones. U373neo and U373cc3 cells were exposed to 20 J/m^2 ^UV. RNAs were prepared two hours later. 

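Additional File 3 gives the fold change after UV in each clone for transcripts ranked in U373neo. Of 82 genes named as induced, 60 had a probe with values on both sets of arrays; in U373neo 58 rose after joint normalization, all 58 past the threshold of limma's test, and U2AF1 and GFOD1 fell. Of 422 genes named as repressed, 380 were measured and 378 fell in U373neo, again all past the threshold, while NDUFB2 and GOSR1 had positive log2 changes. The fold was within 1.5 times the paper's for 54 of the induced genes in each clone and for 372 of the repressed genes in U373cc3. Among the induced genes LFNG, a glycosyltransferase that modifies Notch receptors, rose 4.25-fold in U373neo and 4.53-fold in U373cc3. Among the repressed genes MAP3K5, a stress-activated kinase, was 4.90-fold lower in U373neo. These tallies test whether the deposited intensities give the listed directions and are not independent of the list, which was made from the same arrays.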

Transcripts induced and repressed by UV are listed; ranking was based on U373neo cells. Click here for file

# Supplementary material for: CC3/TIP30 affects DNA damage repair
**Source:** BMC Cell Biol. 2010 Apr 7;11:23. doi: 10.1186/1471-2121-11-23
**Supplement:** Additional file 1 — Summary of changes induced in cell lines by manipulation of CC3 expression. The Table shows list of cell lines used in the study including the status of endogenous CC3 expression, the effects of manipulating CC3 levels on cell proliferation and survival, and changes in expression levels of DDB2, p21CIP, FOS and NXN in response to changes in CC3 levels.

|  | U373 | HepG2 | MCF7 | MCF10A | N417 | SKNSH | MDAMB468 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Cell line origin | glioblastoma | hepatoma | breast carcinoma | immortalized  mammary epithelium hepatoma | small cell lung carcinoma | neuroblastoma | breast  carcinoma |
| Endogenous CC3 | none | none | expressed | expressed | none | none | very low |
| Change in CC3 levels performed | overexpression | silencing | silencing | overexpression | overexpression | overexpression | overexpression |
| Effect of CC3 overexpression or silencing on proliferation or survival | none | none | none | none | Inhibition of cell proliferation and predisposition to apoptosis | Inhibition of cell proliferation and predisposition to apoptosis | Inhibition of cell proliferation and predisposition to apoptosis |
| DDB2 expression | decrease | ND | increase | increase |  |  |  |
| P21CIP expression | decrease | decrease | increase | increase |  |  |  |
| FOS expression | No change in untreated cells;  no induction by UV | Increase in untreated; no induction by UV | ND | No change in untreated; higher induction by UV |  |  |  |
| NXN | No change | ND | No change | ND | decrease | decrease | decrease |

How the deposited data were processed for this re-analysis (not part of the article)

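RNA was profiled in 4 groups of established U373 glioblastoma clones, U373neo and U373cc3 without UV and 2 h after UV. Each group had 3 biological replicates with 3 technical arrays each, 36 arrays in all, and every sample could be mapped to its group, biological replicate and technical array from the sample labels and the methods. According to the methods, the authors amplified the RNA with Cy5, hybridized it to Human OneArray chips, scanned them with a GenePix scanner, averaged the intensities of each probe and normalized them by quantiles in GeneSpring GX. The deposited table holds a linear intensity for each probe and array, between 10.9 and 65490, and background values were not used here. Which arrays the authors normalized together and why some probes are blank are not given in the sources used here. The values show 1 shared distribution for the 18 untreated arrays and another for the 18 UV arrays, with blanks at the same probes on all arrays of a treatment. Of 13041 probes with values on either set, 9659 had 1 gene symbol and 3382 had none. The symbols came from the platform annotation and were updated through the gene table of the assembly GRCh38.p14 (9615 probes matched, 1348 symbols replaced), which was also used for gene lengths, chromosomes and the order of genes and not for coordinates. Near the upper limit of the scanner, 85 probes had a mean intensity over 60000 in some group, and changes of such probes are understated.

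Intensities were taken to log2 and the 3 technical arrays of a replicate averaged, since they measure the same RNA. A linear model over the 12 biological replicates of the 4 groups, which share 1 estimate of the spread, was fitted with limma 3.58.1 and statmod 1.5.0 in R 4.3.3 (lmFit, contrasts.fit and eBayes without trend or robust options), and p-values were adjusted by Benjamini-Hochberg over all probes of a comparison. The 698 probes with values on the untreated arrays only, and the 741 with values on the UV arrays only, were fitted on the replicates of that treatment alone. The comparisons were U373cc3 against U373neo without UV, UV in U373neo, UV in U373cc3, U373cc3 against U373neo after UV, and the difference of the UV changes between the clones. The clones were compared within a treatment on the intensities as deposited. For the UV effects and their difference the 36 arrays were normalized together by quantiles over the 11602 probes with values on both sets. This scaling was chosen once the distributions of the deposited values had been seen to be normalized separately by treatment. The design set earlier was to use values that were already normalized as they are and otherwise to normalize the 36 arrays together by quantiles. Where a gene has several probes, the probe with the highest mean over all replicates stands for it in lists.

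Gene lists were written before the values were examined but after the paper's additional files had been read. They cover immediate early genes, nucleotide excision repair, base excision repair, translesion synthesis, redox defence, nuclear transport, the integrated stress response, proliferation, apoptosis, angiogenic factors, mesenchymal and invasion genes, Wnt target genes, replication-dependent histones, control genes, and markers of astrocytes and glioma, neurons, fibroblasts, epithelium, leukocytes and melanocytes. Shifts of the lists and of the genes of each chromosome were tested with limma's camera (cameraPR on the moderated statistics) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over all lists and 4 comparisons or over the 23 chromosomes. Lists with under 3 measured genes were not tested. The genes named in the text are those the paper names for the arrays or as a measured protein in U373, the 10 with the largest rise and the 10 with the largest fall in each of 4 comparisons among those past the threshold whose replicates of a group all lie beyond those of the other (not asked of the difference between the clones), and the members of the lists with the largest changes. The paper's tables had been seen before this rule was written, and the paper's largest changes are among them. The sorting of genes of the lists by chromosome, the name of RBX1, and the names of genes whose direction differs from that of the additional files, were chosen after their values were seen.

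The procedure was tested on simulated data in which 50 probes were changed by each of 4 known folds. With the same spread in all groups, 98% of 2-fold changes between the untreated clones and 82% of 2-fold differences of the UV change were recovered, and 6.17% and 4.39% of the calls were of unchanged probes. This share was 8.33% for the clones after UV, 0% for UV in U373neo and 0.685% for UV in U373cc3. With a spread of its own for each set of arrays the shares were 16.2% for the untreated clones, 7.64% for the clones after UV, 12.8% for the difference of the UV changes, and 0.641% and 0.667% for UV in U373neo and U373cc3. Both comparisons of the clones thus exceeded the 5% of the test's threshold in each simulation, and the difference of the UV changes in the one with separate spreads. For UV in each clone the simulation set the mean UV change of unchanged probes over both clones to exactly 0, noise included. Calls of unchanged probes are thereby kept low by construction, so the shares for UV in U373neo and U373cc3 do not measure the test. Far fewer probes were changed in the simulation than the data called, so its shares need not hold for the data. The simulation with separate spreads was run first and the one with a common spread was added after its result was seen.

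Alternatives tried were median centring, the values as deposited for the UV effects (added after the data were seen), quantile normalization of all arrays for the comparisons within a treatment, log2 of the intensity plus 16, leaving out the dimmest probes, 1 probe per gene, a trend and robust variance, only the compared groups, all 36 arrays with the replicate as a random block, the replicate number as a block, the serial range of the arrays in the model, range A alone, range B alone for UV in U373cc3 (added), the methods' t-test, camera with an estimated correlation, fry, and leaving out each replicate in turn. The check of the pairing and the block result are given with the dependence on processing. HTATIP2 and VIM had blank probes and GAPDH had no named probe, so these were not analysed here. A further list, which was included in the adjustment, and a gene of the rule for names are not reported here. Genes of the Y chromosome and XIST were left out.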

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

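The tests of the signal ceiling, of handling and of serial range for the immediate early genes, and the sorting of genes of the lists by chromosome, were chosen after the result was seen; the other tests had been set before.

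On chromosomes 11 and 13 genes were lower together in untreated U373cc3, a shift the paper does not report, in genes that include DDB2, DDB1 and CUL4A, which it discusses, with a median log2 change of -0.47 over 497 genes of chromosome 11 (328 lower and 20 higher) and -0.75 over 136 genes of chromosome 13 (121 lower and 3 higher; adjusted p = 1.68e-28 and 2.96e-35 from camera, and adjusted p = 0.00904 and 0.0127 with an estimated correlation), while no other of the 23 chromosomes passed camera. A copy number difference between the clones is a candidate explanation that stays open, since the mean correlation of the change between genes 20 to 50 measured genes apart, 0.126, follows from the shift of these chromosomes by any cause and was 0.022 without them, and the medians of -0.45 and -0.74 on the UV arrays come from the same clones. The serial range of the arrays is argued against by a correlation of 0.999 between chromosome medians with and without it in the model, and for DDB2 by a log2 change of -1.40 in the model of range A alone. These chromosomes held 7.54% of the placed genes, 29.6% of the lower ones and 43.9% of those lower by at least 2-fold, and 5 of the 6 lower genes of nucleotide excision repair. The median of the 40 neighbours of DDB2, -0.64 (quartiles -0.81 and -0.49), was nearer 0 than its own change of -1.42. DDB2 minus that median was -0.78, with an SE of 0.08 for DDB2. The test set before asked if the median reached 0.5 of the DDB2 change (-0.71), which it missed by less than that SE. This mark cannot decide on a whole cause, since single genes of the region spread around its median and the SE covers only the spread between replicates. The median shift of the region was smaller than the fall of DDB2. A copy number difference as the whole cause of that fall and an added effect of CC3 cannot be told apart here. DDB2 ranked 6 from the lowest of the 497 genes, 2 of the 40 neighbours lay below it, and neither DNA nor another clone was analysed here.

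Long genes fell more after UV than short ones, which the paper does not report. The rank correlation across 7960 genes, which are not independent replicates, between UV change and gene length was -0.54 in U373neo and -0.40 in U373cc3, with a median log2 change of 0.36 and 0.27 in the shortest of 10 equal groups of genes and -0.44 and -0.20 in the longest. Probe brightness is argued against as the cause, since the correlation in U373neo was -0.55 after removing mean intensity, and the separate normalization of the treatments too, since on the values as deposited the correlation in U373neo differed by 0.030 from that after joint normalization. A block of transcription along the gene by UV damage stays open, since the correlation (-0.40 in the clone where it is nearer 0) is the pattern itself and no measure of transcription was analysed here. The UV change of U373cc3 minus that of U373neo rose with length (rank correlation 0.35), while the difference between the untreated clones did not (0.0058). The tests of gene lists did not take length into account, so list shifts after UV, or in the difference of the UV changes, can hold a part that goes with length.

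Of 28 measured immediate early genes 20 were higher in untreated U373cc3, 2 were lower and 6 did not pass, and the UV change was lower there for 14, higher for 1, BTG2, and not different by the test for 13, with a median difference of the UV changes of -0.56 over the list and an adjusted p = 0.143 with an estimated correlation for each of the 2 shifts. The difference was -1.70 for FOS, -1.38 for ATF3, -1.24 for ARC, -1.03 for EGR1 and -1.03 for DUSP1, and the range of the arrays is argued against for the untreated part by a median untreated difference of 1.16 over range A for the 20 higher genes (1.21 over all arrays), while for the UV part range A holds only 3 arrays of U373cc3 after UV and gave a larger median difference of the UV changes of the immediate early genes (-0.63) but a smaller median difference on the UV arrays (0.25, and 0.38 over all arrays). A signal ceiling is argued against for most of them, since of the 19 with a smaller UV change in U373cc3 only 1, JUND, lay above 50% of the highest intensity, at 43902, where a ceiling stays possible, and 0 of the 13 whose difference passed did. Handling of the untreated U373cc3 cultures alone cannot be told apart in part, since the median difference of the 20 genes was 0.61 on the UV arrays, a ratio of 0.504 to the untreated one with an SD of 0.091 over resampled genes (the condition on this spread was added after the ratio had been seen), although 15 of the 20 were higher there too. An effect of CC3 on these genes stays open and rests on 1 clone, and the untreated difference and the difference of UV changes share the untreated arrays.

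The UV change differed between the clones at 716 probes. Of 100 drawn splits of the 12 replicates, after removing clone and UV, only the real one gave a count as large, and the highest of the others gave 1 probe. In every other split the real difference stays in the spread and lowers the count. Low counts were therefore to be expected there, and the splits cannot exclude chance for the 716. For the counts of 4710, 6905, 6694 and 4704 probes, 10 splits of 3 against 3 are too few for a share under 0.05; the real split was the only 1 of the 10 as large and the highest of the others gave 0 probes in each.

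After UV 4704 of 12343 probes differed between the clones (2248 higher and 2456 lower in U373cc3), a comparison that the paper does not report. Of the 11602 probes on both sets, 4439 differed without UV and 4556 after it, 2854 in both and 2781 of these in the same direction. With the serial range in the model, fitted to single arrays with arrays of a replicate treated as correlated, 5200 passed. The same fit without the range gave 5264.

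A difference of the UV change between the clones also passed for single genes. It was -1.32 for ZNF816, -1.16 for TBX2, -1.16 for SMAD7, -1.03 for ADM, -0.99 for PAX9, 0.60 for NXN and 1.04 for DPYD. These stayed past the threshold under all alternatives run for them, 22 for TBX2, NXN and DPYD and 21 for the others. ZNF816, SMAD7, ADM and PAX9 were dropped from the alternative without the dimmest probes. For them, and for NXN, which is dim in U373cc3, the difference is limited by a background that was not analysed here. The difference was 1.19 for PXDN, 1.08 for AKAP13 and 1.07 for ADH4, which lost the call under 3, 2 and 2 alternatives, for AKAP13 without U373cc3 untreated replicate 2 (1.05) or U373neo UV replicate 3 (1.06). It was 1.14 for FAM167B, 1.11 for CSF3R, 1.04 for MAP3K13, 1.04 for HUNK, 1.03 for STYK1, 1.03 for AJUBA and -0.52 for CDKN1A, and these lost the call under 14, 13, 14, 9, 11, 11 and 13 alternatives. The call was lost without any single replicate except U373neo untreated 1 and U373neo UV 1 for FAM167B, U373neo untreated 1 and U373cc3 UV 2 for CSF3R, U373cc3 UV 2 for MAP3K13, U373neo untreated 1, U373cc3 UV 2 and U373neo UV 1 for STYK1, those and U373cc3 UV 3 for AJUBA, and U373neo untreated 2 and U373neo UV 1 for CDKN1A, and for HUNK it was lost without U373cc3 untreated 1 or 2, U373neo untreated 2 or 3 or U373neo UV 2 or 3. Without these replicates the difference was 0.85 to 1.23 for the genes with a positive value and -0.58 to -0.42 for CDKN1A.

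Of the other lists, the integrated stress response had a median difference of the UV changes of -0.22 (4 of 21 genes lower in U373cc3, ATF3, INHBE, DDIT4 and TRIB3; adjusted p = 0.0405 from camera and adjusted p = 0.443 with an estimated correlation; 1 higher and 4 lower when adjusted over the list alone). The call was lost under 10 of 20 alternatives, among them with median centring (median -0.17), on the values as deposited (-0.17) and without U373cc3 untreated replicate 1 (-0.16) or 3 (-0.26), U373neo untreated replicate 2 (-0.22) or 3 (-0.17), U373cc3 UV replicate 2 (-0.23) or U373neo UV replicate 1 (-0.25). Nuclear transport had a median difference of 0.057 (1 of 51 genes, KPNA3, higher, also when adjusted over the list alone; adjusted p = 0.0227 from camera and adjusted p = 0.443 with an estimated correlation), lost under 6 of 20 alternatives, among them over range A alone (median 0.026) and without U373cc3 untreated replicate 2 (0.077), U373neo untreated replicate 1 (0.054) or U373neo UV replicate 1 (0.054).

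Among the 9 arrays of a group, the array farthest from the others stood apart by 0.575 of the range for CDKN1A in U373cc3 after UV, by 0.705 for PTBP1 in U373neo after UV and by 0.941 for PTBP1 in U373cc3 after UV, above the critical value for 9 arrays, with PTBP1 near the upper limit of the scanner. These are 3 of 24 groups tested, where chance gives about 1 in 20.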

How the results depend on the processing

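Of the 117 values of named genes and lists, 86 kept their direction and their side of the threshold under every alternative run, and of 2257 alternative values 2112 did, 125 lost the call, 1 gained it (EGR1 after UV in U373cc3 without U373cc3 untreated replicate 1, -0.24) and 19 changed sign, in all cases where the main value had not passed; unless said otherwise the cause was not tested. With at least 2-fold change required, by construction a stricter rule, the counts were 403 for the untreated clones, 842 and 772 for UV in U373neo and U373cc3, 420 for the clones after UV and 29 for the difference of the UV changes. The methods' t-test, at its threshold of 0.05, called 4935 untreated probes before Benjamini-Hochberg adjustment and 3050 after it. The difference of the UV changes gave 448 probes with the replicate number as a block, 1404 with all 36 arrays and the replicate as a random block, 1803 with the serial range in the model, and 230 to 977 without 1 replicate. Same-numbered replicates did not deviate together (correlations from -0.34 to 0.37), so the numbers do not pair the samples. Over range A, which holds fewer arrays, the correlation of the UV responses was 0.68, and 0.75 over probes changed in either clone.

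Counts of shifted lists fell to 0 in each of the 4 comparisons with an estimated correlation and rose to 15, 19, 15 and 5 with fry, which does not compare a list with other genes, and shifted chromosomes rose to 18 with fry. For the difference of the UV changes 1 to 3 lists shifted without 1 replicate, 1 without U373neo UV replicate 1. The correlation with gene length was -0.57 in U373neo and -0.44 in U373cc3 after median centring and on the values as deposited, which differ only by a shift of each comparison, and -0.41 in U373cc3 without the dimmest probes.

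UV changes in U373cc3 that changed sign were, with median centring, FOS (0.057), EGR1 (0.18), NXN (0.13), CDKN1A (0.12) and PTBP1 (0.12), over range A EGR1 (0.030) and NXN (0.12), and over range B CDKN1A (0.013) and PTBP1 (0.016). Without 1 replicate they were -0.24 to 0.015 for EGR1, -0.076 to 0.079 for CDKN1A and -0.28 to 0.036 for PTBP1. For PTBP1, UV in U373neo gave 0.26 with median centring, 0.017 as deposited, 0.050 with the serial range in the model and -0.022 to 0.012 without 1 replicate. Without 1 replicate PTBP1 after UV came to -0.27 to 0.0067 and its difference of UV changes to -0.27 to 0.046. PTBP1 lies near the upper limit of the scanner, so neither the size nor the sign of its changes can be read. The t-test and the fit on only the compared groups were not run for the difference of the UV changes. No background signal was used here, so dim probes are limited by an unknown signal over background.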

Differences from the paper's values

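Of 61 values of the paper set beside values computed from the deposited intensities, 3 from its text and the others from its additional files for 47 genes, 0 differed by the rule used. A difference had to exceed 1.5 times and also the replicate SD of the computed fold. The values are those of genes named by the rule for names, and the paper's come from these same arrays. The count is therefore not independent evidence. For FOS without UV the paper's fold is 13.2 and the computed one 13.3, for DDB2 the paper's is 2.7 and the computed one 2.67 lower, for NXN the paper's is 13.7 and the computed one 13.7 lower, and for FOS after UV in U373neo the paper's additional file gives 2.52 and the computed fold is 2.95. On the values as deposited, an alternative chosen after the values had been seen, the FOS fold higher after UV in U373neo is 2.53, and of the genes of Additional File 3 called in the listed direction after joint normalization this alternative drops 0 in U373neo and 4 in U373cc3, ADM, ARC, FOSB and MAN2A2.

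Over the whole additional files the tally goes with the listed directions. In Additional File 2, 112 of 112 measured genes listed as higher in U373cc3 and 133 of 136 listed as lower had the listed direction; the others were FHIT (log2 change 0.55, SE 0.12, adjusted p = 0.00416 from limma), CCNL1 (0.20, SE 0.06, adjusted p = 0.0201) and AKR1A1 (0.14, SE 0.07, adjusted p = 0.16). In Additional File 3 for U373neo, 58 of 60 genes listed as induced and 378 of 380 listed as repressed had the listed direction. U2AF1 (log2 change -0.25, SE 0.09) and GFOD1 (-1.52, SE 0.10; 1 of its 3 probes rose) fell in place of the listed rise, and NDUFB2 (0.19, SE 0.07) and GOSR1 (0.19, SE 0.10, adjusted p = 0.136; 1 of its 2 probes fell) had positive values in place of the listed fall. Each of these genes was matched by its symbol, and which probe the paper used is not given in the sources used here.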

Other observations

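Several groups of genes are not described at any claim of the paper. Of 51 measured genes of nuclear transport, 25 fell after UV in U373neo, 7 rose and 19 did not pass (the same numbers when adjusted over the list alone), led by the nuclear pore proteins NUP153 (2.69-fold lower) and NUP35 (2.59-fold lower) and the importin KPNA3 (2.69-fold lower); the median log2 change was -0.25, with an adjusted p = 0.0251 from limma's camera and an adjusted p = 0.443 with an estimated correlation. That call was lost with median centring, where the median was nearer 0 (-0.096, adjusted p = 0.125), on the values as deposited, where it was farther from 0 (-0.34, adjusted p = 0.0622), without U373neo untreated replicate 1 (-0.21, adjusted p = 0.0525) and without U373neo UV replicate 1 (-0.22, adjusted p = 0.0586). In U373cc3 20 fell and 7 rose, with an adjusted p = 0.272. The polymerase subunit REV3L of translesion synthesis was 3.43-fold lower after UV in U373neo and 3.29-fold lower in U373cc3, in a list of 11 measured genes of which 5 and 6 fell and 2 and 1 rose (2 and 5, and 1 and 6, rising and falling when adjusted over the list alone; adjusted p = 0.352 and 0.32). Long genes as a whole fell more after UV than short ones (rank correlation -0.54 in U373neo and -0.40 in U373cc3). The lengths of the genes of these 2 lists were not taken into account.

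CDKN1A, which encodes p21 and which the paper measured as protein, was 1.32-fold higher in untreated U373cc3 (log2 change 0.40, SE 0.09, adjusted p = 0.00543 from limma; adjusted p = 0.0933 with the methods' t-test after Benjamini-Hochberg). UV raised it 1.42-fold in U373neo (adjusted p = 0.000798), and in U373cc3 the log2 change was -0.017 (adjusted p = 0.891). On the UV arrays the difference between the clones was -0.097 (adjusted p = 0.461 from limma). By Western blot the paper reports p21 protein as somewhat lower in U373cc3 than in U373neo, and as no longer detectable after UV. The untreated transcript thus went the other way from the protein. PTBP1, which encodes hnRNPI, the loading control of the paper's blot for CC3 in U373, lay near the upper limit of the scanner (64448 in untreated U373neo and 62587 in untreated U373cc3) and did not pass in any comparison.

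The following lists did not pass camera between the untreated clones. In base excision repair 3 of 19 measured genes were higher and 3 lower in U373cc3, with FEN1 1.76-fold lower and OGG1 1.41-fold higher (adjusted p = 0.923). In translesion synthesis 1 of 13 was higher, UBE2A (1.15-fold; adjusted p = 0.954). Nuclear transport had 5 of 51 higher and 11 lower (IPO7 1.93-fold lower; adjusted p = 0.278), and apoptosis 3 of 20 higher and 5 lower (BAD 1.77-fold lower; adjusted p = 0.263). Of 6 measured angiogenic factors, SPP1, VEGFA and FGF2 were higher and MDK and VEGFB lower (adjusted p = 0.656). Mesenchymal and invasion genes had 7 of 16 higher and 3 lower, among them MMP2 at 3.32-fold higher and CD82 at 3.81-fold lower (adjusted p = 0.332). Of 5 Wnt target genes, CTNNBIP1 (3.39-fold) and TNFRSF19 (1.82-fold) were lower (adjusted p = 0.272). Histone genes had 5 of 12 higher (adjusted p = 0.134), and of 7 control genes PPIA was lower (1.30-fold; adjusted p = 0.591). When adjusted over the list alone, the numbers of higher and lower genes were the same, except 0 in translesion synthesis and 4 and 10 in nuclear transport. On chromosomes 11 and 13, a count made after the values had been seen, lay 7 of the 11 lower genes of nuclear transport, IPO7 among them, 3 of the 5 of apoptosis (BAD, BIRC2 and FADD), both lower angiogenic factors, FEN1, CD82 and TNFRSF19.

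Among the lists of cell type markers, SOX9 was higher and SLC1A2 and EGFR lower of 3 measured astrocyte and glioma markers (adjusted p = 0.579 from camera). Of 11 neuronal markers, SCG2 (5.25-fold), MAP2, SYP and TUBB3 were higher and SYT7 (2.45-fold) lower (adjusted p = 0.278). Of 4 fibroblast markers, LUM (2.14-fold) and FAP (1.53-fold) were lower (adjusted p = 0.16). The single measured epithelial marker, KRT13, was 1.91-fold lower, and the 3 measured leukocyte markers had a median log2 change of -0.22 and did not pass (adjusted p = 0.413).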
